# Genome-wide gene expression perturbation induced by loss of C2 chromosome in allotetraploid *Brassica napus* L.

**DOI:** 10.3389/fpls.2015.00763

**Published:** 2015-09-23

**Authors:** Bin Zhu, Yujiao Shao, Qi Pan, Xianhong Ge, Zaiyun Li

**Keywords:** aneuploids, monosomy, nullisomy, transcriptome, *Brassica napus*

## Abstract

Aneuploidy with loss of entire chromosomes from normal complement disrupts the balanced genome and is tolerable only by polyploidy plants. In this study, the monosomic and nullisomic plants losing one or two copies of C2 chromosome from allotetraploid *Brassica napus* L. (2*n* = 38, AACC) were produced and compared for their phenotype and transcriptome. The monosomics gave a plant phenotype very similar to the original donor, but the nullisomics had much smaller stature and also shorter growth period. By the comparative analyses on the global transcript profiles with the euploid donor, genome-wide alterations in gene expression were revealed in two aneuploids, and their majority of differentially expressed genes (DEGs) resulted from the trans-acting effects of the zero and one copy of C2 chromosome. The higher number of up-regulated genes than down-regulated genes on other chromosomes suggested that the genome responded to the C2 loss via enhancing the expression of certain genes. Particularly, more DEGs were detected in the monosomics than nullisomics, contrasting with their phenotypes. The gene expression of the other chromosomes was differently affected, and several dysregulated domains in which up- or downregulated genes obviously clustered were identifiable. But the mean gene expression (MGE) for homoeologous chromosome A2 reduced with the C2 loss. Some genes and their expressions on C2 were correlated with the phenotype deviations in the aneuploids. These results provided new insights into the transcriptomic perturbation of the allopolyploid genome elicited by the loss of individual chromosome.

## Introduction

The aneuploidy for one species refers to the occurrence of one or more extra or missing chromosomes in the normal number (2*n*) in the cells, leading to an unbalanced chromosome complement. The loss of even one copy of one particular homologous chromosome pair (monosomy) is usually lethal for animals and diploid plants, but the gain of one (trisomy) or two (tetrasomy) copies of one chromosome is tolerable (Siegel and Amon, 2012). The exception is the sex chromosomes which show natural variation in copy number. It is long recognized that plants have better tolerance to the aneuploidy than animals. The whole set of the trisomics with one extra copy of each chromosome pair has been developed for some plants, and *Datura* trisomic plants display differing phenotypes depending on the identity of the triplicated chromosome (Blakeslee, 1922). Particularly, the complete series of monosomics and even nullisomics with the loss of one specific chromosome pair have been successfully established in some important allopolyploid crops, including the allohexaploid common wheat (*Triticum aestivum* L.), for the closely related genomes in the allopolyploid species from different progenitors can compensate functionally each other (Sears, 1954). The genetic study of the aneuploids contributes greatly to our early understanding of genome structure and homoeologous relationships between the different genomes in allopolyploids (Sears, 1954) and to the chromosome-based sequencing of the very large wheat genome (Mayer et al., 2014).

Aneuploidy should adversely affect the various aspects of normal development, because each chromosome, or chromosome pair, plays a definite role in the development of the individual, as pointed out by Boveri (1902) more than one century ago. All species including plants, animals and single-celled yeast studied respond to the aneuploidy by showing abnormalities and defects in phenotype and growth, reduced fitness and high-risk of mortality (McClintock, 1929; Singh et al., 1996; Antonarakis et al., 2004; Henry et al., 2010; Siegel and Amon, 2012). The phenomenon that the severity of growth defects scaled with the size of the trisomic chromosome was observed in all organisms studied, and an additional trend conserved across species is that monosomies (even segmental monosomies) produce more pronounced phenotype than trisomies (Siegel and Amon, 2012). Autosomal monosomies are inviable in human. Besides Down syndrome associated with Trisomy 21, the more correlations between aneuploidies, even segmental aneuploidies and many syndromes and diseases in human were elucidated continuously (Antonarakis et al., 2004; Morrow, 2010). Furthermore, as Boveri (1902) firstly proposed aneuploidy as a potential cause of cancer, structural and numerical chromosome aberrations have been revealed to be the most obvious and most distinguishing characteristics of cancer genomes (Gordon et al., 2012), and aneuploidy can predispose to tumor development (Matzke et al., 2003; Gordon et al., 2012).

It has been recognized that the aneuploidy for whole chromosome or even chromosomal segment has a severer impact on the modulation of gene expressions than the change of ploidy (Birchler and Newton, 1981; Guo et al., 1996). This might result from the disruption of strict stoichiometry of all dosage-sensitive gene products encoded by a chromosome or subset of chromosomes, proposed by the theory of gene balance (Birchler et al., 2001; Henry et al., 2006). With the high-throughput technologies (microarrays and RNA-seq) for studies of global gene expression in aneuploidy for plants and animals (Huettel et al., 2008; Zhang et al., 2010; Mäder et al., 2011; Letourneau et al., 2014), the trans-acting effects across remainder genome were found to be quite prevalent, rather than the cis-acting effects of the variant chromosomes, except for a dearth of trans-acting effects in yeast (Torres et al., 2007). Moreover, after tactfully eliminating the noise of genetic variation via a pair of monozygotic twins discordant for trisomy 21 in human, Letourneau et al. (2014) demonstrated that the differential expression between the twins was clustered in domains along all chromosomes, implying that these dysregulated domains probably involved in some symptoms of trisomy 21.

The whole-chromosome aneuploidy and structural alterations occur frequently in the nascent autopolyploids and allopolyploids (Mestiri et al., 2010; Xiong et al., 2011; Chester et al., 2012; Zhang et al., 2013), while natural species maintains a fixed and stable chromosome number. The loss and gain of chromosomes frequently involved homoeologous chromosome replacement and compensation, and the chromosome numbers at or near the euploid level were maintained possibly for dosage balance requirements. Chromosome loss and gain were also unequal across the different homologous chromosome pairs in *Brassica* and wheat (Xiong et al., 2011; Zhang et al., 2013). The important crop oilseed rape (*Brassica napus* L., 2*n* = 38, AACC) is an allotetraploid species in the *Brassicaceae* family and was formed ~7500 years ago by the natural hybridization between *B. rapa* L. (2*n* = 20, AA) and *B. oleracea* L. (2*n* = 18, CC) (Chalhoub et al., 2014). The preferential loss of some C-genome chromosomes from the complement of *B. napus* is recurrently induced in its intergeneric crosses with other crucifers (Chen et al., 2007; Du et al., 2008; Tu et al., 2010), which makes it feasible to produce aneuploids missing C-genome chromosome. One nullisomics (2*n* = 36) of *B. napus* was previously obtained from its mixploidy hybrid with the crucifer *Orychophragmus violaceus* (Hua and Li, 2006), but the identity of the chromosome lost was uncertain. The nullisomics showed the much smaller plant stature and very earlier flowering than the euploid genotype of *B. napus*. As the genomes of *B. napus* and its two extant progenitors have been sequenced (Wang et al., 2011b; Chalhoub et al., 2014; Liu et al., 2014), their genomic data available should facilitate the transcriptomic analyses of the nullisomics.

In this study, the global gene expressions of the nullisomics and the monosomics derived were investigated in comparison with original euploid *B. napus*, with the aims (1) to determine the origin of the missing chromosome, (2) to reveal the dosage effects of different copies of one particular chromosome on the transcriptomic disturbances, (3) to find the possible chromosome distribution of dysregulated domains for gene expressions, (4) to identify the molecular cause of the morphological variations associated with the chromosome loss. These findings should provide new insights into the impact of aneuploidy on genome-wide transcriptomic changes in plant allopolyploids.

## Materials and methods

### Plant materials

One nullisomics (2*n* = 36) of *Brassica napus* L. (2*n* = 38) was derived from the progenies of one mixoploidy hybrid between *B. napus* L. cv. Oro and another crucifer *Orychophragmus violaceus* (L.) O. E. Schulz (2*n* = 24) as pollen parent, by preferential elimination of the chromosomes from the latter species (Hua and Li, 2006). The identity of the lost chromosome pair remained to clarify. The nullisomics produced mainly the nullisomic progenies with the same phenotype and chromosome number (2*n* = 36) by selfing for several generations. After the euploid *B. napus* L. cv. Oro was pollinated by the nullisomics, the seed-set was good and the monosomic plants (2*n* = 37) were easily obtained for study. The plants from the selfed seeds of “Oro” and the nullisomics and putative monosomic seeds from the crossing of “Oro” and the nullisomics were established in the experimental field and greenhouse for cytological and transcriptomic analyses. The chromosome complement of the nulli-/monosomic plants was identified by cytological observations before RNA-seq.

### Cytology and FISH analyses

In order to reveal the chromosome complement of the nulli-monosomics, young ovaries from the flowering plants were collected and treated with 2 mM 8-hydroxyquinoline for 3–4 h at 22°C, and subsequently fixed in Carnoy's solution I (3:1 ethanol: glacial acetic acid, v/v) for 24 h, and stored at −20°C. For meiotic analyses, flower buds were fixed in Carnoy's solution I at room temperature, transferred to fresh mixture for 3–5 times and stored at −20°C. Cytological observation was made according to the method of Li et al. (1995).

The plasmid DNA of BAC BoB014O06 specific for C-genome of *B. oleracea* (provided by Susan J. Armstrong, University of Birmingham, Birmingham, UK) was labeled with biotin-11-dCTP by random priming using the BioPrime DNA Labeling System kit (Invitrogen, Life Technologies) according to the manufacturer's protocol (Invitrogen, Life Technologies). The probe was used to identify the C-genome chromosomes in the mono-/nullisomics. Slide preparations of chromosome for BAC-FISH were carried out mainly according to the methods of Zhong et al. (1996) and the procedures of BAC-FISH analyses followed the procedure of Cui et al. (2012). FISH analysis with this probe demonstrated that 16 and 17 chromosomes were fully labeled in the somatic cells (Figures S1A–C), and eight bivalents (8II) and eight bivalents and one univalent (8II + 1I) in pollen mother cells (PMCs) (Figures S1D–F) of the nulli-/monosomics, respectively. So the lost chromosome pair in the nullisomics belonged to the C genome.

### RNA extraction and preparation of cDNA libraries

The growth order of the leaves on the young plants in greenhouse were marked, and the newly expanded third leaves without petioles from six plants of each genotype were collected and divided into two replicates (three plants per replicate) and immediately stored in liquid nitrogen for RNA extraction. Using TRIzol reagent (Invitrogen, Life Technologies) according the manufacturer's protocol, total RNA was extracted from two biological replicates for each genotype. NanoDrop ND 1000 (NanoDrop technologies) was used to initially calculate the quality and quantity of the extracted RNA, and then the RNA Integrity Number (RIN) value was assessed by Agilent Technologies 2100 Bioanalyzer (Agilent). Only when the value of RIN was higher than 8, the RNA was used to prepare the c-DNA library according to the TruSeq RNA Sample Prep v2 protocol. Subsequently, the 100 bp paired-end reads were generated via Illumina HiSeq™ 2000.

### Mapping reads to the reference genome and gene annotations

To generate clean reads, the sequenced data were trimmed via removing adapters, low-quality sequences or bases and contaminations or overrepresented sequences. From the formulation of the sequence information of *B. napus* (Chalhoub et al., 2014), the clean reads were directly aligned to the reference genome (Brassica_napus.annotation_v5.gff3.) using Burrows–Wheeler Alignment (BWA version: 0.7.5a-r405), allowing up to 1 mismatched base. Then the genes were assembled with Cufflinks according to a reference-guided method (Trapnell et al., 2010). The differentially expressed genes (DEGs) in leaf between three different samples were computed on RNA-seq data by using CuffDiff2 (Trapnell et al., 2013). Eventually, the GO annotations for the DEGs in leaf were determined via Blast2GO (*E* < 1e-6), then the information of GO classification containing three levels was downloaded from WEGO (http://wego.genomics.org.cn/), and the graph was emerged by Orgin Pro (version 8.0).

Gene expression data are available at Gene Expression Ombinus (GEO), a database affiliated with NCBI and the accession number was GSE70400.

## Results

### Morphology of mono-/nullisomics

In comparison with the euploid *B. napus* cv. “Oro,” the nullisomics (2*n* = 36) which lost one chromosome pair from C genome presented the phenotypic change and much smaller plant architecture, including small light-green leaves, smaller plant size, shorter height, smaller flower, non-apical dominance (Figure S2). The height of its mature plants was only about half of “Oro.” Particularly, nullisomic plants flowered about 2 months earlier than “Oro,” for they produced flowers in November/December, after sown at the beginning of October in Wuhan, while the plants of “Oro” would flower in February of next year. The deviation in morphology and flowering habitat suggested that the missing chromosome pair in the nullisomics carried the genes controlling the plant height and vernalization in *B. napus*. The nullisomic plants produced short pods with several seeds after selfing, but the number of seeds in pods increased after hand-assisted pollination. Their pollen mother cells (PMCs) showed normal chromosome pairing with 18 bivalents at diakinesis and predominantly equal 18:18 segregations at anaphase I (AI) (Figure S1), and unequal 17:19 segregations at low frequency. Then the nullisomic plants produced the majority of nullisomic progeny and minority of others (2*n* = 37, 38). The nullisomic progeny which still showed the small plant size were easily distinguishable from those (2*n* = 37, 38) with much larger stature, and their rates decreased with the advance of generations. Such plants with 2*n* = 38 should be nulli-tetrasomics of *B. napus* with the same chromosome lost and another duplicated.

The monosomic plants exhibited similar morphology to normal “Oro,” but they flowered earlier about 10 days (see Figure S2). Interestingly, their euploid progeny (2*n* = 38) from selfing also tended to flower earlier, consistent with the result that some subtle developmental phenotypes of aneuploid individuals of *Arabidopsis thaliana* appeared in the diploid progeny of aneuploid parents (Henry et al., 2010). This might support the perspective that long-term phenotypic consequences of aneuploidy could persist after chromosomal balance restored (Henry et al., 2010).

### Chromosome C2 loss in the nullisomics detected by RNA-seq

To further determine the identity of the missing chromosome and to draw a comprehensive picture of the perturbations of genome-wide gene expression in the nulli-monosomics, we performed their RNA-seq and compared with the euploid. 

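RNA from young leaves was sequenced from 3 genotypes, the euploid cultivar “Oro” with 2 copies of C2, the monosomics with 1 copy and the nullisomics with 0 copies. Each genotype had 2 replicates, and each replicate pooled the leaves of 3 plants. The authors deposited 1 FPKM value per gene and replicate for the genes on 19 chromosomes. Their reads were aligned with BWA to the “Darmor-bzh” genome with up to 1 mismatched base, and the genes were assembled with Cufflinks. The values are relative to the number of mapped reads, and no further scaling between the samples is stated. The paper's Table S1 lists 42317086 and 38845622 in the Oro replicates, 56080278 and 63241288 in the monosomics and 74019196 and 46873330 in the nullisomics as the number of clean reads. The deposited values hold no read counts, so the depth behind each value was estimated from low FPKM values, where the same gene holding 1 fragment in each of a pair of samples shows their relative depth. Relative to the first Oro replicate, this gave 0.949 for the second Oro replicate, 1.39 and 1.56 for the monosomics and 1.75 and 1.15 for the nullisomics. The mapped reads of Table S1 give 0.912, 1.33, 1.51, 1.80 and 1.09 in the same order. The FPKM of all genes summed to 451342 and 453341 in the Oro replicates, 501329 and 511672 in the monosomics and 487590 and 483874 in the nullisomics. The 809 genes with the highest values, 1% of those listed, held 44.6% and 45.3% of that sum in Oro, 57.7% and 58.7% in the monosomics and 52.5% and 53.0% in the nullisomics. Because FPKM is relative to the mapped reads of the library, a higher share of these genes can lower the values of the remaining genes. Whether it caused the median ratios that follow was not tested. The median log2 ratio to Oro of the genes outside C2 lay between -0.37 and -0.30 over the 4 pairings of a monosomic with an Oro replicate, and between -0.10 and 0 over the 4 pairings of a nullisomic with an Oro replicate. The main comparisons were therefore also made after median-of-ratios scaling, which sets this median shift aside. Over the 28197 genes with a mean FPKM of at least 1, Spearman's rho across genes was 0.889 between the Oro replicates, 0.928 between the monosomics and 0.945 between the nullisomics, and from 0.585 to 0.780 between samples of different genotypes.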

After trimmed, 38.8–74.0 million clean reads were generated from each sample. By the access to the recently released genome data of *B. napus* genotype “Darmor-bzh” (Chalhoub et al., 2014), these clean reads were directly mapped to the reference genome. Totally, 72.75–76.08% clean reads of per sample, including 27.49–30.38% multiple mapped reads, were mapped to the reference genome. Detailed information of sequencing data was summarized in Table S1.

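The FPKM of the 4411 listed genes of C2 summed to 14812 and 13983 in the Oro replicates. The sums were 7639.5 and 7554 in the monosomics and 1225 and 1256 in the nullisomics. The distance between any pair of genotypes was larger than the distance between the replicates of any genotype.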

Then we calculated the number of reads per gigabyte along all chromosomes of three different samples to determine the origin of the missing chromosome pair (Figure 1A). 

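The summed FPKM of C2 relative to Oro was 0.528 ± 0.0179 (SD of the 4 pairings of replicates) in the monosomics and 0.0862 ± 0.00313 in the nullisomics. On the other 18 chromosomes the ratio ranged from 0.868 on A10 to 1.50 on A4 in the monosomics, with a mean of 1.13 ± 0.176 (SD, n = 18 chromosomes). In the nullisomics it ranged from 0.811 on A2 to 1.53 on A4, with a mean of 1.10 ± 0.155 (SD, n = 18 chromosomes). No pairing on another chromosome came down to the C2 values. With 2 replicates against 2, an exact permutation test cannot give a p below 0.333, so the ranges of the pairings are given in its place. The largest change with the processing came from replacing the ratio of sums by the median of the ratios of single C2 genes. Over C2 genes with an FPKM of at least 1 in Oro, this median was 0.317 in the monosomics and 0 in the nullisomics.

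**Figure D1:**
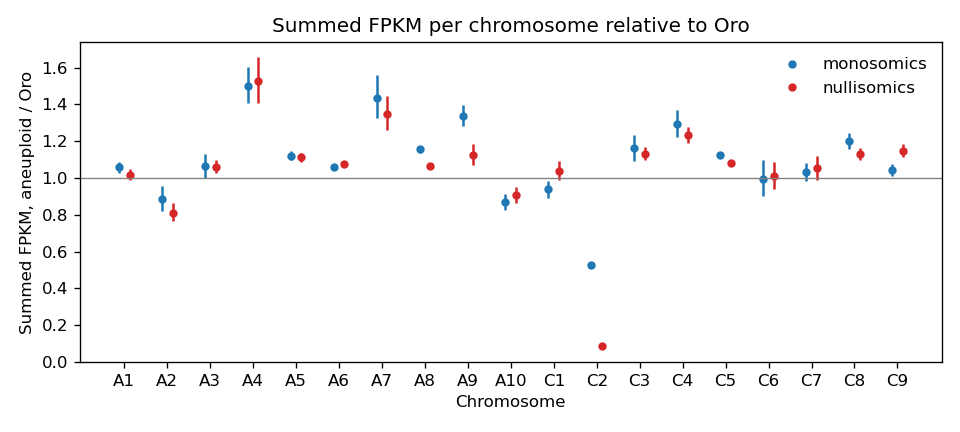
Summed FPKM of each chromosome in the monosomics (blue) and nullisomics (red) divided by that in Oro. Points are ratios of genotype means, and lines span the lowest and the highest of the 4 pairings of replicates. The highest pairing of C2 is 0.546 in the monosomics and 0.0899 in the nullisomics, below every other chromosome.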

Notably, compared with euploid “Oro,” the fold changes of the chromosome C2 were sharply reduced to 0.476 and 0.091 in mono/nullisomics, respectively, while the values of remainder chromosomes varied from 0.79 to 1.40 with the average 1.01 in monosomics and from 0.82 to 1.45 with average 1.06 in nullisomics. 

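On C2, 1714 genes had a mean FPKM above 0 in Oro, 1680 in the monosomics and 648 in the nullisomics. The median FPKM of these expressed genes was 1.59 in Oro, 0.654 in the monosomics and 0.161 in the nullisomics. On the other chromosomes the median in the nullisomics lay between 1.57 on A2 and 1.99 on C1.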

Subsequently, box plots of all expressed genes (FPKM > 0, FPKM: Fragments per Kilobase of transcript per Million mapped reads) along all chromosomes of three samples were employed to validate the expression divergence, which demonstrated that little or nothing was expressed along C2 in nullisomics (Figure 1B). 

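Over the C2 genes with a mean FPKM of at least 1, the median log2 ratio of FPKM + 1 to Oro was -1.13 in the monosomics and -2.45 in the nullisomics. On the other chromosomes it lay between -0.52 (C6) and -0.11 (A7) in the monosomics, and between -0.20 (C6) and 0.18 (A7) in the nullisomics. Of the 789 C2 genes tested for differential expression, 70.0% differed in Oro vs. mono and 87.2% in Oro vs. null. Only 6 of those in Oro vs. null were higher in the nullisomics.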

From the gene expression specific for each chromosome, it was concluded that the chromosome pair C2 in *B. napus* was missing in the nullisomics.

**Figure 1:**
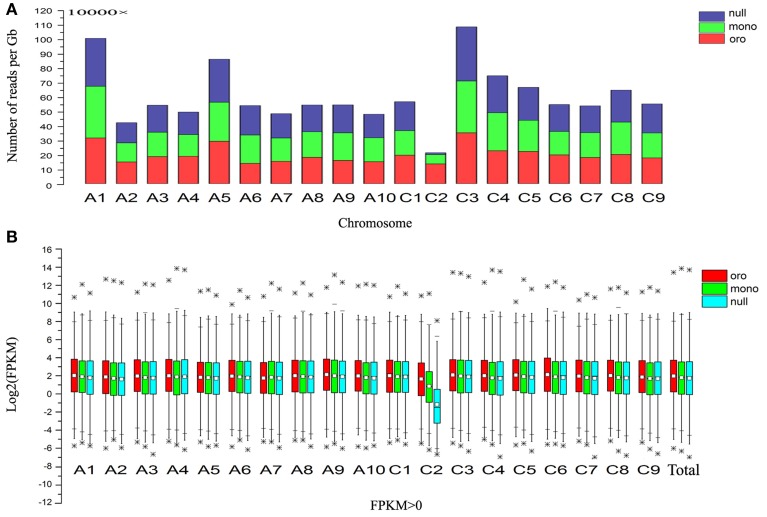
**Gene expression evidences for the loss of chromosome C2**. **(A)** Stack column of relative number of mapping reads along all chromosomes. **(B)** Box plot of Log_2_(FPKM) of the total expressed genes (FPKM > 0) and those along all chromosomes. ^*^Represents the outlier values. 1% extremely high or low value of gene expression were defined as outlier values in this study.

### Global differentially expressed genes between aneuploid and euploid

The values of FPKM of genes were calculated to assess the transcript expression profiling. To analyze the impact of the loss of the chromosome C2 on the global genes expressions in leaves, the CuffDiff 2 was performed to determine the DEGs (DEGs, *q* < 0.05) via evaluating the value of log_2_(fold_change) of genes. 

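As the deposited FPKM values are not counts, DEGs were determined on log2(FPKM + 1) with limma, a linear model whose estimate of the spread is shared across genes. All 6 samples entered one fit, genes with a mean FPKM of at least 1 were tested, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Fold changes on this scale understate the change of genes with low FPKM.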

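In Oro vs. mono, limma called 14799 DEGs, 52.5% of the genes tested, with 4905 up-regulated (33.1%) and 9894 down-regulated genes. With the replicate number as a block, 14284 were called. The numbers did not pair the samples, since the deviations of same-numbered Oro and monosomic replicates from their genotype means correlated at only 0.0673 across genes. The count moved most when only genes with a mean FPKM of at least 5 were tested, which left 8141 DEGs among 12274 genes. The direction depended on the scaling, for 6900 were up-regulated and 6323 down-regulated after median-of-ratios scaling, and 6561 and 6237 after quantile normalization.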

From the comparison Oro vs. monosomics, 14,874 DEGs including 7528 (50.61%) up-regulated genes and 7436 (49.39%) down-regulated genes were identified, but the up- and down-regulated ones were comparable (χ^2^ test, *P* > 0.05). In the comparison Oro vs. nullisomics, 10,431 DEGs included 5038 up-regulated genes (48.30%) and 5393 (51.70%) down-regulated (Table 1), with a significant bias to the latter (χ^2^ test, *P* < 0.05). 

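From the same limma fit, 7994 DEGs were called in Oro vs. null, of which 3778 were up-regulated (47.3%) and 4216 down-regulated. The fit with the replicate number as a block called 7477, and the deviations of same-numbered replicates correlated at 0.0255. The excess of down-regulated genes was not kept under median-of-ratios scaling, with 3854 up-regulated and 3744 down-regulated genes, nor under quantile normalization, with 4315 and 3550. It was also absent among genes with a mean FPKM of at least 5, with 2419 and 2283.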

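Without a model of the spread, 7191 genes changed at least 2-fold on the FPKM + 1 scale with one sign in all 4 pairings of a monosomic with an Oro replicate, and 4592 did so in the nullisomics. Between the replicates of one genotype, 3367 genes differed 2-fold in Oro, 1404 in the monosomics and 1001 in the nullisomics. After median-of-ratios scaling, limma called 13223 DEGs in Oro vs. mono and 7598 in Oro vs. null.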

The result that more DEGs were detected in the monomsomics than the nullisomics (14,874 vs. 10,431) when compared with the euploid was out of expectation, for the phenotype of the monosomics was similar to that of the euploid, but nullisomics was much more deviated than the monosomics from the euploid. However, only 579 DEGs (3.89%) in monosomics and 858 DEGs (8.22%) in nullisomics were directly contributed by the missing chromosome C2, which demonstrated the dominant trans-acting effects of the zero and one copy of this chromosome on the majority of DEGs in the two aneuploidies. 

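Of the DEGs called here, 552 (3.73%) in Oro vs. mono and 688 (8.61%) in Oro vs. null lay on C2. The other 14247 and 7306 lay on the other 18 chromosomes. From the small share of C2, the paper reasons that the loss acted on most DEGs in trans.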

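Between monosomics and nullisomics, limma called 7391 DEGs, with 4861 higher and 2530 lower in the nullisomics. With the replicate number as a block it called 6433, and the deviations of same-numbered replicates correlated at -0.0227. After median-of-ratios scaling the direction was the opposite, with 2416 higher and 4055 lower in the nullisomics.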

The comparison between monosomics and nullisomics (mono vs. null) found 8907 DEGs (Table 1). 

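The comparisons of both aneuploids with Oro shared 6468 DEGs, which made up 43.7% of the DEGs of Oro vs. mono and 80.9% of those of Oro vs. null. The shared number was lowest, 4068, among genes with a mean FPKM of at least 5. Both comparisons used the same Oro replicates, so a deviation of these replicates entered both.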

From the Venn diagram of DEGs for two groups (Figure 2A), 7370 common DEGs were identified, occupying 70.65% of DEGs in Oro vs. mono and 49.55% in Oro vs. null, respectively. To gain deeper insights into transcriptional regulation of the common DEGs, we excluded those common DEGs that presented different expression patterns (up- or down-regulated) in Oro vs. mono and Oro vs. null, while, they were accounted for only 1.85% of the common DEGs. 

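In the deposited values, 110 of the common DEGs (1.70%) changed in opposite directions.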

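Among the common DEGs, 2855 were up-regulated and 3503 down-regulated in both aneuploids. After median-of-ratios scaling the order was the other way, with 3278 up-regulated and 2660 down-regulated genes, and quantile normalization gave 3489 and 2528.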

The number of co-upregulated genes was slightly higher than that of the co-downregulated ones (Figure 2B). These numerous and well conserved DEGs implied that the response to the absence of the chromosome C2 was strong in the monosomics and nullisomics.

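Outside C2, 5875 genes were DEGs in both comparisons and changed with one sign in all 8 pairings of replicates. The 2 genes with the highest and the 2 with the lowest mean log2 fold change are given by the identifiers of the deposited files, which do not pair them with gene names. The gene GSBRNA2T00111985001 (A3, 13840548 to 13841372 of the “Darmor-bzh” genome) had a mean FPKM of 1.44 ± 0.344 (SD, n = 2) in Oro, 790.4 ± 254 in the monosomics and 2272 ± 439 in the nullisomics. Its log2 fold change was 8.31 in Oro vs. mono and 9.86 in Oro vs. null (standard error 0.28, limma adjusted p = 1.01e-04 and 2.72e-05). The gene GSBRNA2T00134966001 (C9, 5079309 to 5080753 of the “Darmor-bzh” genome) had a mean FPKM of 1.62 ± 0.467 (SD, n = 2) in Oro, 759 ± 8.41 in the monosomics and 1242 ± 51.9 in the nullisomics. Its log2 fold change was 8.19 in Oro vs. mono and 8.90 in Oro vs. null (standard error 0.19, limma adjusted p = 6.04e-05 and 2.72e-05). The latter lies inside the C9 domain of Table 4. Among the genes that fell, GSBRNA2T00154663001 (C7, 40978489 to 40978669 of the “Darmor-bzh” genome) had a mean FPKM of 156 ± 89.7 (SD, n = 2) in Oro, 1.37 ± 1.94 in the monosomics and 1.40 ± 1.97 in the nullisomics. Its log2 fold change was -6.21 in Oro vs. mono and -6.21 in Oro vs. null (standard error 0.86, limma adjusted p = 0.00224 and 0.00373). Its replicates differed by more than their means in both aneuploids, where 1 replicate of each was listed at 0. The gene GSBRNA2T00072713001 (A1, 6294404 to 6295826 of the “Darmor-bzh” genome) had a mean FPKM of 487 ± 144 (SD, n = 2) in Oro, 2.90 ± 2.20 in the monosomics and 24.7 ± 0.452 in the nullisomics. Its log2 fold change was -7.06 in Oro vs. mono and -4.22 in Oro vs. null (standard error 0.42, limma adjusted p = 2.74e-04 and 0.00112).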

**Table 1:** **Summary of up- and down-regulated genes in three discordant paired comparisons**.

	**Oro vs. mono**		**Oro vs. null**		**Mono vs. null**	
	**DEGs**	**Proportion (%)**	**DEGs**	**Proportion (%)**	**DEGs**	**Proportion (%)**
Up-regulated	7528	50.61	5038	48.30	3664	41.14
Down-regulated	7346	49.39	5393^*^	51.70	5243^**^	58.86
Total	14,874	–	10,431	–	8907	–

* *Chi-square test, P < 0.05*.

** *Chi-square test, P < 0.01*.

**Figure 2:**
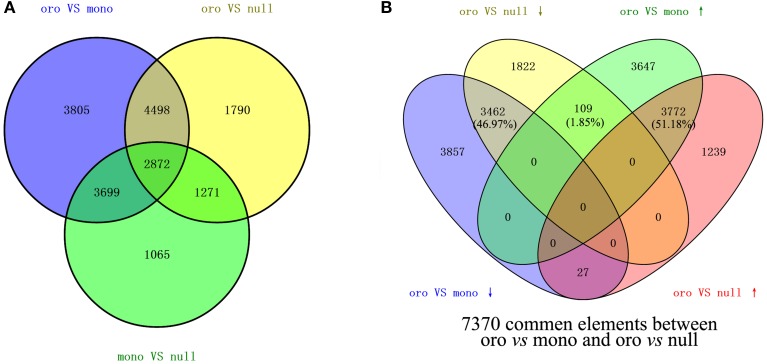
**Differentially expressed genes (DEGs) between ***B. napus*** euploid and aneuploids**. **(A,B)** DEGs among three comparisons **(A)** and 7370 common DEGs **(B)** between “Oro” vs. mono and “Oro” vs. null were shown in Venn diagram.

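Outside C2, 4848 DEGs were up-regulated and 9399 down-regulated in Oro vs. mono. In Oro vs. null, 3772 were up-regulated and 3534 down-regulated. At fold changes of at least 10, these numbers fell to 179 and 336 in Oro vs. mono and to 171 and 166 in Oro vs. null. After median-of-ratios scaling they were 298 and 221 in Oro vs. mono and 160 and 148 in Oro vs. null. With a pseudocount of 0.1 in place of 1 they were 773 and 1010 in Oro vs. mono and 695 and 551 in Oro vs. null.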

Subsequently, we excluded those DEGs along the variant chromosome C2 and calculated the shares of DEGs at different extents to reveal a detailed description that the remainder of the genome responded to zero and one copy of C2 (Table 2). These data not only showed that the number of up-regulated genes was slightly higher than down-regulated genes in both combinations, but also showed that with the increase of the fold change (FC), the up-regulated genes increasingly occupied the priority, suggesting that the remaining components of the genome probably established a mechanism against the deficiency of C2 via raising the expression of certain genes.

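In Oro vs. mono, up-regulated genes made up 34.0% of the DEGs outside C2, 36.6% of those with a fold change of at least 2, 40.6% at a fold change of at least 5 and 34.8% at 10. For Oro vs. null the shares were 51.6%, 52.5%, 49.5% and 50.7% at the same fold changes. The share outside C2 in Oro vs. mono passed 50% when the shift of the median gene was set aside, with 53.5% after median-of-ratios scaling and 52.5% after quantile normalization. In Oro vs. null it was 55.5% and 60.0% under these settings. At fold changes of at least 2, 5 and 10, median-of-ratios scaling gave 56.9%, 62.5% and 57.4% in Oro vs. mono. Quantile normalization gave 54.3%, 53.9% and 45.1% there. With a pseudocount of 0.1 in place of 1 and no scaling, the share in Oro vs. mono was 34.2% over all DEGs outside C2. It rose to 35.0%, 41.1% and 43.4% at these fold changes. A rise with the fold change thus depended on both the scaling and the pseudocount. For Oro vs. null the shares at these fold changes were 56.6%, 51.8% and 51.9% after median-of-ratios scaling. They were 60.0%, 54.7% and 52.6% after quantile normalization, and 54.4%, 53.6% and 55.8% with the pseudocount of 0.1 and no scaling.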

**Table 2:** **Summary of up- and down-regulated genes along remainder chromosomes within different fold changes**.

**FC**	**Oro vs. mono**						**Oro vs. null**					
	**Up-regulated**	**Ratio (%)**	**Down-regulated**	**Ratio (%)**	**Total**	**Ratio (%)**	**Up-regulated**	**Ratio (%)**	**Down-regulated**	**Ratio (%)**	**Total**	**Ratio (%)**
DEGs	7435	52.0	6860	48.0	14,295	–	5027	52.5	4546	47.5	9573	–
FC ≥ 1	6748	53.4	5980	47.4	12,628	88.3	4369	53.6	3788	46.4	8157	85.2
FC ≥ 5	2787	57.6	2049	42.4	4836	33.8	1596	53.9	1363	46.1	2959	30.9
FC ≥ 10	1371	56.5	1056	43.5	2427	17.0	1163	57.5	861	42.5	2024	21.1

### Distinct impacts of aneuploidy on different chromosomes

We focused on the issue that whether all retained chromosomes in the aneuploids showed random contributions of these DEGs, or certain ones and even some specific regions had preferential responses. Therefore, we calculated the proportion of genome-wide expressed genes and DEGs of the remainder chromosomes in two different paired comparisons (Table 3). The ratio [R_(DEGs/EGs)_] of DEGs to expressed genes (EGs) and ratio [R_(EGs/RGs)_] of expressed genes to referenced genes (RGs) were applied to measure the differences among chromosomes.

**Table 3:** **Proportion of expressed genes (EGs) and differentially expressed genes (DEGs) along all ***B. napus*** chromosomes**.

**Chro**	**Oro vs. mono**						**Oro vs. null**					
	**Referenced Genes (RGs)**	**Expressed Genes^d^ (EGs)**	**R_(EGs/RGs)_ (%)**	**DEGs**	**R_(DEGs/EGs)_ (%)**	**Group**	**Referenced Genes (RGs)**	**Expressed Genes^d^ (EGs)**	**R_(EGs/RGs)_ (%)**	**DEGs**	**R_(DEGs/EGs)_ (%)**	**Group**
A1	3740	1679	44.89	637	37.94	Medium	3740	1646	44.01	423	25.70	Media
A2	3717	1461	39.31	528	36.14	Medium	3717	1444	38.85	392	27.15	High
A3	6076	2728	44.90	1018	37.32	Medium	6076	2712	44.63	614	22.64	Low
A4	2973	1211	40.73	463	38.23	High	2973	1209	40.67	310	25.64	Media
A5	3750	1733	46.21	624	36.01	Low	3750	1714	45.71	436	25.44	Media
A6	4099	1948	47.52	716	36.76	Medium	4099	1923	46.91	445	23.14	Media
A7	3926	1765	44.96	706	40.00	High	3926	1751	44.60	561	32.04	High
A8	3177	1422	44.76	517	36.36	Medium	3177	1387	43.66	309	22.28	Low
A9	5728	2611	45.58	1034	39.60	High	5728	2607	45.51	662	25.39	Media
A10	3064	1440	47.00	519	36.04	Medium	3064	1446	47.19	362	25.03	Media
Ann^a^	4202	1458	34.70	551	37.79	–	4202	1465	34.86	400	27.30	–
A genome	44,452	19,456	43.77	7313	37.59	–	44,452	19,304	43.43	4914	25.46	–
C1	4498	1724	38.33	689	39.97	High	4498	1740	38.68	502	28.85	High
C2	4893	1276	26.08	579	45.38	–	4893	1194	24.40	858	71.86	–
C3	7835	3136	40.03	1119	35.68	Low	7835	3107	39.66	712	22.92	Low
C4	5696	2057	36.11	759	36.90	Medium	5696	2046	35.92	569	27.81	High
C5	5226	2184	41.79	767	35.12	Low	5226	2160	41.33	456	21.11	Low
C6	4400	1686	38.32	710	42.11	High	4400	1665	37.84	463	27.81	High
C7	5135	1934	37.66	694	35.88	Low	5135	1905	37.10	368	19.32	Low
C8	5018	1977	39.40	669	33.84	Low	5018	1944	38.74	450	23.15	Media
C9	5477	1839	33.58	683	37.14	Medium	5477	1861	33.98	443	23.80	Media
Cnn^b^	7877	2430	30.85	871	35.84	–	7877	2418	30.70	678	28.04	–
C genome	56,055	20,243	36.11	7540	37.25	–	56,055	20,040	35.75	5499	27.44	–
Unn^c^	533	72	13.51	21	29.17	–	533	74	13.88	18	24.32	–
Total	101,040	39,771	39.36	14,874	37.40	–	101,040	39,418	39.01	10,431	26.46	–

ab *Ann and Cnn represents that these genes are just speculated to belong to A genome and C genome, respectively*.

c *Unn means that these genes are not identified which sub-genome belong to (Chalhoub et al., 2014)*.

d *It should be emphasized that the expressed genes were determined only when the gene was confident in pairs, resulting in delicate difference in the number of expressed genes for the two comparisons*.

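On C2, 38.1% of the listed genes had a mean FPKM above 0 in the monosomics, against 46.9% (C9) to 64.2% (A10) on the other chromosomes. In the nullisomics the share was 14.7% on C2 and from 46.8% (C4) to 64.9% (A10) elsewhere.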

Notably, only 26.08 and 24.40% expressed genes along C2 were detected in Oro vs. mono and Oro vs. null, respectively, significantly lower than the percentages along reminder chromosomes, ranging from 33.58 to 47.52% for Oro vs. mono and from 33.98 to 47.19% for Oro vs. null (One sample *t* text, *P*_*o*/*m*_ = 4.98E-12; *P*_*o*/*n*_ = 8.35E-13). Then, we assessed the proportion of expressed genes (FPKM > 0) along all chromosomes in euploid “Oro.” Similarly, the proportion of expressed genes along C2 was the lowest (*P* = 2.03E-9), although C2 harbored a medium gene number (see Table S2). 

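In Oro, 38.9% of the listed genes of C2 were expressed (Wilson 95% interval 37.4 to 40.3%, which covers counting error only), the lowest of the 19 chromosomes. The next lowest was C9 with 42.5%, outside this interval, and the highest was A10 with 61.5%. The C2 share moved most, to 23.0%, when an FPKM of at least 1 was required.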

For the fact that only Trisomy 19, the smallest autosome in mouse, could evade embryonic lethal (Siegel and Amon, 2012), as well as the Trisomy 21 in humans (Antonarakis et al., 2004), it seemed possible that only nullisomic C2 in *B. napus* was survivable and stably inherited. In addition, a higher proportion (43.77% vs. 36.11% in Oro vs. mono and 43.43% vs. 35.75% in Oro vs. null) of expressed genes of A genome than that of C genome was observed in both comparisons, possibly because of the fact that much more transposable elements constituted and remolded the C genome (Zhang and Wessler, 2004; Liu et al., 2014). Nevertheless, for two pairs, no significant difference of ratio of DEGs between A and C sub-genomes was confirmed (37.59 vs. 37.25% in Oro vs. mono and 25.46 vs. 27.44% in Oro vs. null), suggesting that both A and C genome were similarly affected by the loss of C2.

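Of the 36731 listed genes of the A genome, 58.4% were expressed in Oro, against 48.0% of the 44196 genes of the C genome, C2 included. The shares were 60.3% and 50.3% in the monosomics and 61.2% and 48.4% in the nullisomics.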

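DEGs made up 51.7% of the genes tested on the A genome and 53.3% of those on the C genome, C2 included, in Oro vs. mono. They made up 27.2% and 29.5% in Oro vs. null. Over all chromosomes but C2 the share in Oro vs. null was 26.7%, below that of the A genome, so the higher C share rested on C2. In Oro vs. mono it was 52.0% over these chromosomes, above that of the A genome.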

Then, we assessed the value of R_(DEGs/EGs)_of remainder individual chromosomes to reveal whether certain chromosomes had preferential or suppressed contributions. 

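In Oro vs. mono, the share of DEGs among the tested genes of a chromosome other than C2 was lowest on A7 (47.8%) and highest on C6 (56.7%). Between these, it ranged from 49.8% on C3 to 56.3% on C1.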

Taking out the lowest C8 (33.84%) and the highest C6 (42.11%), the proportion of the DEGs of remainder chromosome showed a narrow range within 5% (35.68–40%) in Oro vs. mono. However, after excluding two extreme values, 19.32% for C7 and 32.04% for A7, the ranges raised up to over 7 (21.11–28.85%) in Oro vs. null. 

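In Oro vs. null, the share was lowest on C7 (21.5%) and highest on A7 (31.5%), and on the chromosomes between these it ranged from 24.0% on C5 to 30.5% on C4.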

For the slight distinction of R_(DEGs/EGs)_value among remainder chromosomes and the discordance of contribution between two paired comparisons, it was hard to determine which chromosome invariably made a consistent contribution to the DEGs in both aneuploids. Therefore, based on the values of R_(DEGs/EGs)_ of remainder chromosomes, we divided them into three categories, low group (the first five), medium group (the intervening eight) and high group (the last five). 

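The 5 chromosomes with the lowest shares of DEGs were A7, C3, A10, A6 and C5 in Oro vs. mono and C7, C5, C3, A8 and A3 in Oro vs. null. C3 and C5 were thus low in both comparisons. C7, the lowest in Oro vs. null, had rank 9 of 18 from the lowest in Oro vs. mono with 51.6%.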

According to this strategy, three chromosomes (C3, C5, and C7) were classified into the low group for two comparisons, suggesting these chromosomes probably were less susceptible to aneuploidy. Other three chromosomes (C1, A7, and C6) were categorized into the high group, and moreover, they invariably occupied the top three, implying that they were sensitive to aneuploidy.

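Here C1 and C6 were among the 5 chromosomes with the highest shares in both comparisons, beside A9, A1 and C9 in Oro vs. mono and A7, C4 and A2 in Oro vs. null. A7 was the highest in Oro vs. null and the lowest in Oro vs. mono. Its share in Oro vs. mono was 46.6% after median-of-ratios scaling, when C7 was the lowest with 44.2%.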

### More severe perturbations of gene expressions in monosomics than nullisomics

Another intriguing phenomenon was that substantially more DEGs were detected in monosomics than nullisomics. We have demonstrated that it was not the certain chromosomes which preferentially responded to the burst of DEGs in Oro vs. mono. Possibly, the whole gene expression of monosomics was more severely perturbed than in nullisomics. Then the genome-wide differential expression between the aneuploids and euploid was assessed, with a view to the distribution of the fold changes of gene expression along all chromosomes (see Figure S3). 

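Over the genes with a mean FPKM of at least 1, between 10410 and 11653 changed at least 2-fold in the single pairings of a monosomic with an Oro replicate. Between 6847 and 7881 did so in the pairings of a nullisomic with an Oro replicate. In the same genes, the number was 2465 between the Oro replicates, 1056 between the monosomics and 685 between the nullisomics.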

For each remainder chromosome, except some regions of certain ones, the high fold changes (|FC|> 2) of gene expressions were manifested more obviously in Oro vs. mono than Oro vs. null. Subsequently, the Coefficient of Variation (COV) of gene expression per chromosome was analyzed to compare the dynamic variation of gene expression among three types. The COV was always higher in both aneuploids, except for the chromosomes A2, C3, and A5 which showed slightly lower COV in nullisomics. 

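The COV of FPKM over the expressed genes was higher than in Oro on 16 of the 18 chromosomes other than C2 in both aneuploids, the exceptions being A2 and C3 in the monosomics and A2 and A5 in the nullisomics. Without the 1% of genes with the highest mean FPKM, it was higher on 18 chromosomes in the monosomics but on 6 in the nullisomics. On A2 it was 8.07 in Oro, 7.23 in the monosomics and 7.14 in the nullisomics.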

Compared to nullisomics, a tendency of higher COV was observed in monosomics, except for the chromosomes A3, A4, A10, C3, C4, and the missing C2, however, the difference between them was negligible for A4 (14.493 vs. 14.496) and C3 (11.445 vs. 11.496) (Figure 3).

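In the deposited values the COV was higher in the monosomics than in the nullisomics on 13 of the 18 chromosomes, all but A3, A4, A10, C3 and C4. It was 10.6 and 10.9 on A4, and 8.42 and 8.63 on C3.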

**Figure 3:**
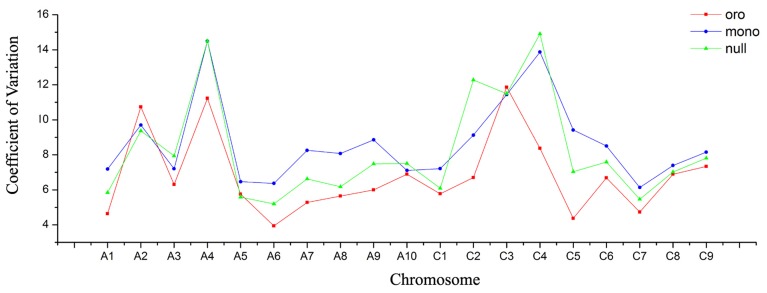
**More severe dynamic variation of gene expression in monosomics**. Coefficient of Variation (COV) of gene expression per chromosome is calculated to measure the gene expression deviation. Red panel represents for “Oro,” blue panel for monosomics, and green panel for nullisomics.

### Dysregulated domains along certain chromosomes

Several dysregulated domains of differential expressions between the aneuploids and euploid in which up- or downregulated genes obviously clustered captured our attentions, for these domains probably responded to the C2 loss. Totally, nine clear domains along distinct chromosomes (Figure 4) were revealed. These domains were either up- or downregulated in both pairs or only in one pair, but the upregulated domains consistently comprised the majority and the downregulated ones were mainly from the nullisomics. 

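In each of the 9 domains of Table 4, the median log2 ratio of FPKM + 1 to Oro was taken over the genes with a mean FPKM of at least 1. In the nullisomics it was 2.33 ± 0.03 (SD of the 4 pairings of replicates) in the C1 domain, 2.30 ± 0.10 on C9, -2.11 ± 0.06 on C4 and -2.05 ± 0.12 on C5. In the monosomics the same 4 domains had 1.21 ± 0.15, 1.27 ± 0.05, -0.98 ± 0.10 and -1.05 ± 0.18. Among 10000 random runs of as many consecutive genes outside C2, 99.9% lay below the C1 value of the nullisomics and 99.9% below that of C9. For C4 the share below was 0%, and for C5 0.360%. The paper chose the domains by scanning the fold changes of these same samples, so their extreme place is no independent test. The C1 value moved most with a pseudocount of 0.1 in place of 1, which gave 4.89 in the nullisomics and 3.07 in the monosomics.

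**Figure D2:**
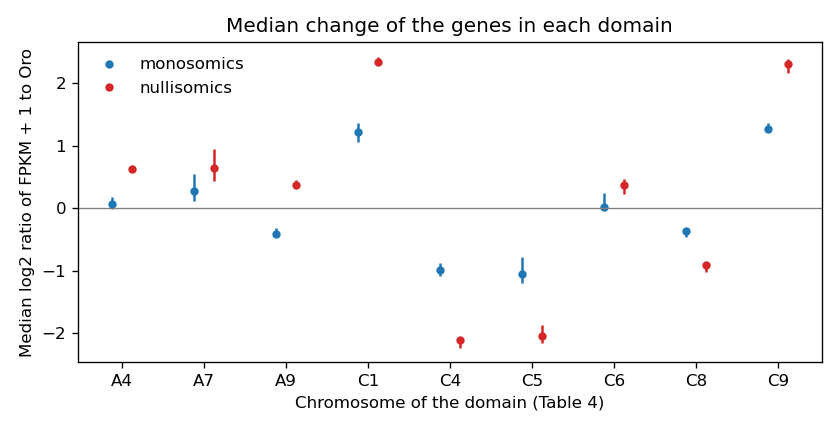
Median log2 ratio of FPKM + 1 to Oro over the genes of each of the 9 domains of Table 4, in the monosomics (blue) and the nullisomics (red). Points are from genotype means and lines span the lowest and the highest of the 4 pairings of replicates. The nullisomics lie farther from 0 than the monosomics in every domain but A9, where they lie on the other side of 0 with a value of 0.38 against -0.41.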

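The remaining domains shifted less. In the nullisomics the median log2 ratio was 0.63 ± 0.01 (SD of the 4 pairings) on A4, 0.64 ± 0.26 on A7, 0.37 ± 0.11 on C6 and -0.91 ± 0.07 on C8. In the monosomics it was 0.08 ± 0.09 on A4, 0.28 ± 0.23 on A7, 0.02 ± 0.14 on C6 and -0.37 ± 0.07 on C8. With the shift of the median gene set aside by median-of-ratios scaling, the monosomic values were 0.42 on A4, 0.61 on A7, 0.39 on C6, -0.00477 on C8 and -0.11 on A9.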

Among these domains, the minimum covered ~0.3 Mb region on C5 and the largest one located on A7 extended to ~7.2 Mb region. 

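The C5 domain, from 39.7 to 40 Mb, held 61 listed genes, of which 19 had a mean FPKM of at least 1. The A7 domain, from 16.8 to 24 Mb, held 1416 listed genes, 581 of them with a mean FPKM of at least 1. The A7 genes also differed between the Oro replicates, by a median of 0.41 on the log2 scale.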

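In the C1 domain, 41 of the 55 genes tested (74.5%) were DEGs in Oro vs. mono, and all but 1 were up-regulated. In Oro vs. null there were 51 (92.7%), again with all but 1 up-regulated. In the C9 domain the shares were 77.9% and 90.7% of 86 genes. Over all genes tested outside C2 the shares were 52.0% in Oro vs. mono and 26.7% in Oro vs. null. In Oro, 2.96% of the listed genes of the C1 domain had an FPKM of at least 1, against 33.9% on the rest of C1.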

Remarkably, differential expressions of genes were almost up-regulated in several dysregulated domains in two aneuploids, for example, the proportion of DEGs to EGs rose to 66.67% in Oro vs. mono and 76% in Oro vs. null for the upregulated domain along C1, considerably higher than the mean expression. The detailed information of all the domains was summarized in Table 4. 

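In the A7 domain, 40.8% of the genes tested were DEGs in Oro vs. mono and 37.9% in Oro vs. null. In the C6 domain the shares were 52.5% and 36.6%. The A7 domain held 220 of the 430 DEGs of its chromosome in Oro vs. null, the C6 domain 87 of 395. The C1 domain held a smaller part of the 421 DEGs of C1.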

Interestingly, the top three chromosomes (A7, C1, and C6) occupying preferential proportion of DEGs in both paired comparisons contained one large dysregulated domains, suggesting that these dysregulated domains mainly energized the boom of DEGs.

**Figure 4:**
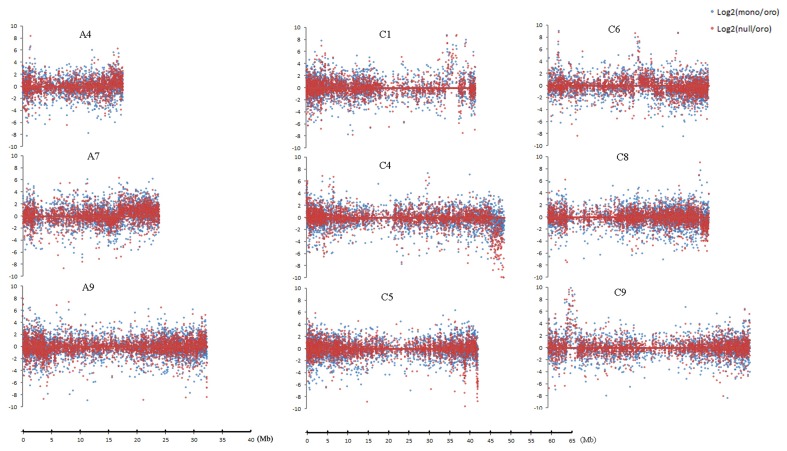
**Dysregulated domains of gene expressions on different chromosomes**. Log_2_ fold change of gene expression is performed to measure the expression deviation. Chromosomes A4, A7, A9, C1, C4, C6, and C9 harbor one domain in both comparisons, and C5 and C8 have one only in “Oro” vs. nullisomics comparison. The change between “Oro” and monosomics is shown in blue dot and change between “Oro” and nullisomics in red dot.

**Table 4:** **Summary of location, size, biased regulation and proportion of dysregulated domains**.

**Chro**	**Location of domains**	**Size of domains (Mb)**	**Biased regulation**		**Proportion of DEGs of EGs**	
			**Oro vs. mono**	**Oro vs. null**	**Oro vs. mono (%)**	**Oro vs. null (%)**
A4	16.9–19.1	2.2	Up	Up	35.6	42.5
A7	16.8–24.0	7.2	Up	Up	44.5	41.7
A9	32.2–33.8	1.6	Up	Severely Up	41.0	32.6
C1	31.9–34.8	2.9	Almost up	Almost up	66.7	76.0
C4	45.6–48.9	3.3	Down	Almost down	45.0	67.5
C5	39.7–40.0	0.3	–	Down	50.0	55.6
C6	20.3–27.1	6.8	Up	Up	47.3	33.8
C8	36.4–38.4	2.0	–	Down	35.6	55.2
C9	4.6–6.8	2.2	Almost up	Almost up	71.1	74.4

### Conspicuous decline of mean gene expression for homoeologous A2

As the chromosomes A2 and C2 in *B. napus* were highly homoeologous chromosome pairs and were syntenic along their entire length (Parkin et al., 2005), it was fascinating how the gene expression for A2 was affected by the loss of C2, reduced or enhanced for dosage compensation? To reveal the expression differences among chromosomes, the fold changes of mean gene expression (MGE) of individual chromosomes except the absent C2 were compared between two aneuploids and euploid. 

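Over the 18 chromosomes other than C2, the fold changes of MGE in the 2 aneuploids correlated with Pearson's r = 0.919 and Spearman's rho = 0.926. Both had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. Without A4 and A7, the chromosomes farthest from the median in the monosomics, r was 0.853 and rho 0.894 (permutation p = 3e-05 for each). No other relation was computed in this family, so the adjusted p equal the raw ones. Both fold changes have the same Oro replicates as denominator, and chromosomes are not independent samples. The correlation was lowest, 0.818, without the 1% of genes with the highest mean FPKM.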

The tendency of fold changes between two pairs (Figure 5) was comparatively similar (Correlation test, *R* = 0.91), consistent with above result of distributions of gene expressions, which implied a similar mechanism responding to the absence of C2 in both mon-/nullisomics again. But contrary to the expectation, the fold change of A2 turned out to be the lowest one in both pairs (1.16 in Oro vs. mono and 0.85 in Oro vs. null), and was significantly different from others of remainder chromosomes in both pairs (*P*_*o*/*m*_ = 1.17E-05, *P*_*o*/*n*_ = 1.68E-07). 

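The MGE of A2, the mean FPKM of its expressed genes, was 12.9 in Oro, 11.1 in the monosomics and 10.1 in the nullisomics. Its fold change was 0.863 ± 0.0574 (SD of the 4 pairings) in Oro vs. mono, where A10 was lower with 0.831, and 0.785 ± 0.0572 in Oro vs. null, where A2 was the lowest. The highest fold change was that of A4, 1.45 and 1.44. By an exact permutation of the chromosome label, the two-sided p of the rank of A2 was 0.222 in the monosomics and 0.111 in the nullisomics, the latter being the smallest that 18 chromosomes allow. Median-of-ratios scaling moved the monosomic value most, to 1.17, and gave 0.818 in the nullisomics.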

So the gene expression from A2 was reduced, not improved in the two aneuploids.

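The FPKM of all A2 genes summed to 25103 and 22332 in the Oro replicates, 20643 and 21323 in the monosomics and 19299 and 19187 in the nullisomics. Both replicates of each aneuploid lay below both Oro replicates.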

**Figure 5:**
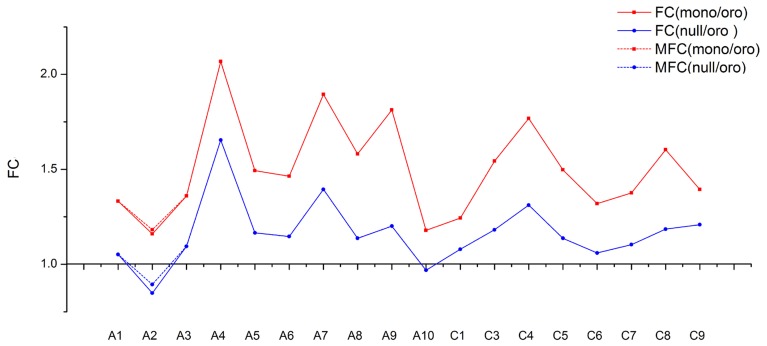
**The trends of fold change (FC) for mean genes expression along individual chromosome between “Oro” and aneuploidies**. The fold change between “Oro” and monosomics [FC(mono/Oro)] is shown in blue solid line and the fold change between “Oro” and nullisomics [FC(null/Oro)] in red solid line. Both of modified fold change (MFC) of A2 are shown in dotted line.

However, it should be pointed out that, although only uniquely mapped reads were used for analyses, some transcript profiling belonging to one chromosome were very likely assigned to its homoeolog because of sequence similarity between homoeologous pairs and the challenge for RNA-seq to completely discriminate contributions from the homoeologous transcripts. For instance, a handful of genes along C2 were detected to slightly express in nullisomics. 

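The MGE of the C2 genes listed above 0 was 1.92 in the nullisomics, against 8.40 in Oro and 4.52 in the monosomics. The deposited values hold no reads, so the part that came from homoeologous genes was not measured here.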

Whether the reduction in gene expression of A2 was chiefly attributed to insufficient contributions from homoeologous C2 or to decreased expression *per se* should be taken into considerations. To eliminate the interference of insufficiency of C2, we assumed that the homoeologous genes along A2/C2 made equal contributions to each other and the transcripts profiling of C2 in nullisomics completely derived from A2 and then we introduced an adjusted value Δ to modify the MGE of A2 in deficient types. The Δ was calculated by the following formula:

$$\Delta =\frac{N_{C2}}{N_{A2}}M_{C2}$$

N_C2_ and N_A2_ represented for the number of expressed genes of C2 and A2 in “Oro,” respectively, and M_C2_ for the MGE of C2 in nullisomics. After adding Δ to MGE of A2 in nullisomics and Δ/2 to MGE of A2 in monosomics, the fold change of MGE of A2 was still significantly lower than others in both pairs (see dotted line in Figure 5, *P*_*o*/*m*_ = 1.22E-05, *P*_*o*/*n*_ = 5.75E-07). 

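Taking Δ as the number of expressed C2 genes in Oro times the MGE of C2 in the nullisomics, divided by the number of expressed A2 genes in Oro, 1.78 was added to the MGE of A2 in the nullisomics and 0.890 in the monosomics. The modified fold change of A2 was then 0.932 in Oro vs. mono, rank 3 of 18 from the lowest, and 0.924 in Oro vs. null, rank 2.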

Altogether, our findings suggested that the deficiency of C2 resulted in the decreased MGE of homoeologous A2 *per se*, which implied a molecular basis for chromosomal dosage balance in *B. napus* (Xiong et al., 2011).

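As the median of the ratios of FPKM + 1 of single A2 genes with a mean FPKM of at least 1, the fold change was 0.761 in the monosomics and 0.901 in the nullisomics. Without the 1% of genes with the highest mean FPKM, it was 0.842 and 0.861. Over all genes outside C2, these settings gave 0.781 and 0.952 as medians, and 0.817 and 0.867 without the top genes. Without the top genes, A2 in the monosomics was thus not below the genes outside C2 as a whole.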

### Gene ontology (GO) classification of DEGs

By applying the tool of Blast2GO to determine GO annotations and to predict the functions of DEGs by classifying them into various biological processes, 14,310 (96.2%) and 9872 (94.6%) DEGs were totally annotated in Oro vs. mono and Oro vs. null, respectively. Both groups of DEGs were categorized into 52 s GO terms, except for “synapse part” and “synapse” terms, including only one same gene particularly annotated in Oro vs. null (see Table S3).

Among these GO terms, “cell” and “cell part,” “catalytic activity” and “binding,” “metabolic process” and “cellular process” invariably occupied the majority for both paired comparisons, in “cellular component,” “molecular function” and “biological process,” respectively. And several terms merely contained sparse genes for both pairs, such as “protein tag” in “cellular component” and “cell killing” in “molecular function” (Figure 6). It was noteworthy that the term of “structural molecule activity” was significantly overrepresented by the up-regulated genes for both pairs (χ^2^ test, *P* < 0.01), which probably supported the view that the structure of genome was undergoing a period of instability in aneuploidy (Huettel et al., 2008; Zhu et al., 2012). Another finding for both pairs was that the downregulated genes was dominant in the term of “transcription regulator activity” (χ^2^ test, *P* < 0.01), consistent with the fact of a priority of downregulated gene expression. However, in term of “translation regulator activity,” the upregulated genes manifested booming (χ^2^ test, *P* < 0.01), strengthening the idea that some transcript expression profilings would be adjusted at the process of translation (Stingele et al., 2012). It seemed likely that the sophisticated mechanisms responding to deficiency of C2 not only functioned at the beginning of transcription but also threaded throughout the process of gene expression. Subsequently, the GO annotation of common DEGs was performed to manifest the divergence of gene expression between transcription and translation again. We noticed that despite immense gulf of DEGs number between two pairs, the proportions of DEGs of GO terms were exceedingly similar for both pairs (Correlation test, *R* = 0.9997), considering a comparatively high proportion of common DEGs and an extremely similar variation tendency of fold change of each chromosome, which further highlighted the speculation that a similar mechanism emerged to respond to the missing of C2 for both aneuploids.

**Figure 6:**
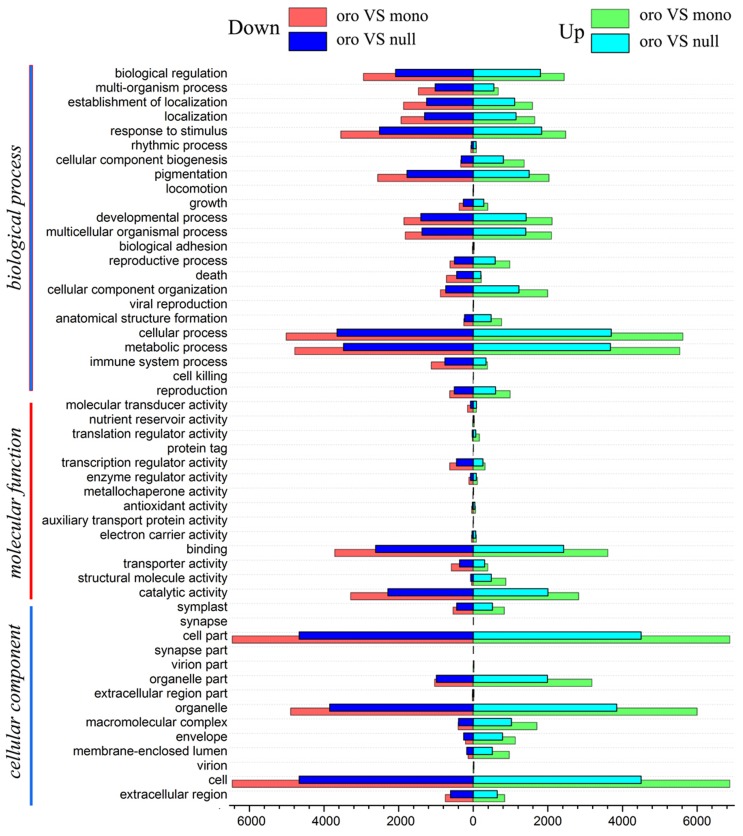
**GO assignment of annotated DEGs in “Oro vs. mono” and “Oro vs. null.”** DEGs are annotated by three categories: cellular component, molecular functions, and biological process. The left and right of *x-axis* represent the up-regulated (Red for “Oro vs. mono” and blue for “Oro vs. null”) and down-regulated genes (Green for “Oro vs. mono” and cyan for “Oro vs. null”).

### Gene expressions related to morphology in aneuploids

Considering the shorter height/non-apical dominance and earlier flowering in the aneuploids, we focused on the expression changes of those genes involved in plant hormones and signaling pathways because of its crucial role in coordination with many growth and behavioral processes in the plant life cycle, meanwhile those genes speculated to regulate the flowering time were considered as well. With the *Brassica* Database (http://brassicadb.org) and the sequencing information of *B. napus* (Chalhoub et al., 2014), 450 genes and 212 (see Table S4) genes (see Table S5) were identified for auxin and flowering time, respectively. Among the predicted genes for auxin, the gene *BnaC02g47640D* on C2 that was orthologous to *PIN4* and encoded a putative auxin efflux carrier and essential for auxin distribution in *Arabidopsis thaliana* (Weijers et al., 2005) was significantly suppressed in the nullisomics, for its expression was 4.48, 3.76, and 0 in “Oro,” mon-/ nullisomics, respectively. But no expressed genes on C2 were found for GA (GA1-GA5) synthesis and receptors (GID1a, GID1b, GID1c, and GAI) in “Oro,” mon-/ nullisomics. For those related genes on other chromosomes, the expression levels within each gene showed no significant and constant differences among three samples, except for rare one. This might suggest that the expression of these genes at early stage of plant growth was not decisive for these traits.

As the key genes responsible for flowering were *FLOWERING LOCUS C* (*FLC*), *FRIGIDA* (*FRI*), and *FLOWERING LOCUS T* (*FT*), the expression variation of these genes between aneuploids and euploid was compared, with the detection of 8 *FLC*, 4 *FRI*, and 7 *FT* paralogs in *B. napus* corresponding to their orthologs of *A. thaliana*, respectively. The *FLC* paralogs located on A2, A3, A10, C2, C3, C9 chromosomes and had two copies on A3 and C3, and their average expression was invariably maintained at comparatively low level (FPKM < 1) in three distinct types (Table 5), probably attributing to the essential condition of long daylight exposure for the accumulation of FLC proteins (Turck et al., 2008). The *FRI* paralogs distributed on A3, C3, A10, C9, but showed similar expression levels among three samples. Seven *FT* paralogs appeared on A2, A6, A7, C2, C3, C6, with two on A7. Interestingly, three *FT* paralogs (one on A7, C3, and C6) were sharply upregulated and another one on A7 markedly downregulated and the fold change of total expression of *FT* paralogs rose to 1.3 in monosomics and spectacularly to 7.2 in nullisomics (Table 5), but the other showed no or low expression. These results gave a rational explanation for the different extents of earlier flowering in mono-/nullisomics than euploid. Taken together, despite the inescapable reality of temporality and spatiality of gene expression, the expression alterations of the specific genes provided molecular mechanisms behind the respective morphological deviations associated with the loss of the chromosome C2.

**Table 5:** **Gene expression of FLOWERING LOCUS T (FT) and FLOWERING LOCUS C (FLC)**.

**Genes**	**Gene_ID**	**Gene expression (FPKM)**		
		**Oro**	**Mono**	**Null**
*FT*	BnaA07g33120D	11.04	13.46	2.63
	BnaA02g12130D	0.61	1.20	13.63
	BnaA06g21490D	0.00	0.19	0.00
	BnaA07g25310D	0.00	0.48	16.99
	BnaC02g45250D	0.47	0.00	1.59
	BnaC03g52010D	0.88	0.56	44.99
	BnaC06g27090D	0.00	1.00	14.29
	Total	12.99	16.88	94.13
	Fold change	−	1.30	7.24
	BnaA02g00370D	3.82	2.38	2.57
*FLC*	BnaA03g02820D	0.00	0.40	0.33
	BnaA03g13630D	1.50	0.41	0.27
	BnaA10g22080D	0.00	0.00	0.00
	BnaC02g00490D	0.00	0.00	0.00
	BnaC03g04170D	0.92	0.20	3.65
	BnaC03g16530D	0.19	0.00	0.11
	BnaC09g46500D	0.48	0.84	0.54
	Total	6.90	4.24	7.47
	Fold change	−	0.61	1.08

## Discussion

### Global perturbation of gene expression in aneuploids

Transcriptional changes caused by aneuploidy must be described in terms of chromosomes and/or chromosome regions with numerical changes and whether alterations in expression are in *cis* or *trans* regions, to detect whether transcriptional and protein expression changes is in direct proportion to the copy number alteration of the DNA or whether the cell minimizes the effects of aneuploidy through dosage compensation (Huettel et al., 2008; Gordon et al., 2012). In yeast and mammals, gene expression appears to correlate well with gene copy number, but the case in *Drosophila* and plants is some different. The study of gene expression in aneuploid *Arabidopsis* and maize has shown that aneuploidy alters the expression levels of several genes dispersed across the genome (Huettel et al., 2008; Makarevitch and Harris, 2010). Thus, mechanisms exist in some organisms that dampen the gene dosage imbalances caused by aneuploidy. The phenotypes associated with changes in gene copy number can not only be the result of the deregulation of the affected gene(s), but may also reflect *trans*-acting effects on other chromosomal loci or even more global alterations of the entire regulatory system (Prestel et al., 2010). In *Arabidopsis* trisomy 5, the alterations in gene expression were detected on all five chromosomes, though higher expression reflecting a dosage effect occurred on the triplicated chromosome 5 (Huettel et al., 2008). Consistently, the gene expression across every chromosome, not just chromosome 21 was revealed to be altered in human Trisomy 21, which provided molecular mechanisms behind Down's syndrome (Letourneau et al., 2014; Pope and Gilbert, 2014).

Transcriptomic change in *B. napus* aneuploidy via powerful RNA-seq technology not only determined the origin of missing chromosome, but revealed strong impact of missing copies of one chromosome on global gene expression, consistent with the other results of genome-wide perturbations of gene expression from *Arabidopsis*, fruit fly and human (Huettel et al., 2008; Malone et al., 2012; Letourneau et al., 2014). The detection of the much higher number of DEGs caused by monosomy than nullisomy (14,874 vs. 10,431) in *B. napus* was some unexpected and discordant with the phenotype performance. Subsequently, more severe perturbation of global gene expression was confirmed in monosomic individuals. These interesting results echoed with the conclusion that variable copies of individual chromosomes or chromosome segment had more detrimental effects on the phenotype than the altering of complete set chromosomes, as well as more modulation of gene expression (Birchler and Veitia, 2007).

As the A and C genomes in *B. napus* descended from a common ancestor and underwent a recent event of genome triplication special to *Brassica* genus (Paterson et al., 2004; Wang et al., 2011b; Cheng et al., 2013; Liu et al., 2014), the highly duplicated nature of the ancestral genomes should further reinforce the genomic and gene expression plasticity in the derived allotetraploid (Jackson and Chen, 2010) and led to the formation of more complex gene expression and regulatory networks in *B. napus*. According to the hypothesis of gene balance, haploinsufficiency of the whole chromosome C2 could result in a perturbation of stoichiometric relationships between gene products and disturb the regulatory networks of gene expression, giving rise to severe genomic imbalance. However, it was conceivable that a multitude of homeologous genes independently contributed to the biological functions and to the viability of the nullisomcs. Therefore, when the C2 was lost completely, some regulatory interactions and gene expression networks involved by the genes along C2 was likely to replace by the available substitutes, due to independent function on biological progress of homoeologs. Then the genomic incompleteness of the nullisomics would be recovered to some extent. So we thought the hypothesis of genomic balance elucidating the distinction between chromosome variation and ploidy change (Birchler and Veitia, 2007) appeared to be valid for the explanation of the present results.

### Compensatory upregulation of certain genes of remainder genome

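Outside C2, 40958 genes had a mean FPKM above 0 in Oro, 42704 in the monosomics and 43221 in the nullisomics. The number moved most when an FPKM of at least 1 was required, with 26999 genes in Oro, 24428 in the monosomics and 26929 in the nullisomics.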

We noted that, after taking out expressed genes (FPKM > 0) along variant C2, the number of expressed genes of remainder genome significantly increased with the reduction on C2 and the trend was much stronger in monosomics (Figure 7A). 

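In single replicates, 38204 and 38257 genes outside C2 had an FPKM above 0 in Oro, 39658 and 40512 in the monosomics and 41811 and 39597 in the nullisomics. The first nullisomic replicate had the most clean reads of all samples and the second fewer than either monosomic. The nullisomic replicates differed by more genes than the monosomic ones and lay on both sides of the first monosomic replicate.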

Different coverage of sequencing between “Oro” (7.0) and monosomics (10.4) potentially accounted for their gap for the fact that some rare transcripts need higher depth to be detected (Tarazona et al., 2011), however, it loosely explained the difference between monosomics and nullisomics (10.6). Alternatively, the elevated expressed genes in deficient types compensated for the insufficiency of gene expression along C2. 

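The largest distance between the cumulative distributions of log2(FPKM) over expressed genes was 0.107 between Oro and monosomics, 0.0425 between Oro and nullisomics and 0.0667 between the aneuploids. Between replicates of one genotype it was 0.00753 in Oro, 0.0140 in the monosomics and 0.0388 in the nullisomics. The distance between Oro and nullisomics was thus close to that between the nullisomic replicates, and the distance of the monosomics from Oro was larger than any between replicates.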

Consistent with this notion was that the distributions of relative frequency (Figure 7B) and cumulative frequency (Figure 7C) of gene expressions (FPKM > 0) were statistically indistinguishable for the three types (Kolmogorov–Smirnov test, the *P*-value were always approximate 1). 

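The MGE of the expressed genes outside C2 changed 1.09-fold in the monosomics (pairings from 1.08 to 1.09) and 1.05-fold in the nullisomics (from 1.01 to 1.07). Median-of-ratios scaling gave 1.48 in the monosomics and 1.09 in the nullisomics. Without the 1% of genes with the highest mean FPKM it fell below 1, to 0.817 and 0.867. Outside C2, 18078 genes were higher and 27161 lower than in Oro in the monosomics, and 22084 were higher and 23507 lower in the nullisomics. The lower genes made up 60.0% and 51.6% as deposited and 49.6% and 49.5% after median-of-ratios scaling.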

Although the average of gene expression of remainder genome was compensatory upregulation in both aneuploids (the fold change was 1.53 in monosomics and 1.16 in nullisomics), the downregulated genes were dominant (11,914 vs. 18,581 in Oro vs. mono, 19,720 vs. 18,504 in Oro vs. null; χ^2^ test, *P* < 0.01), suggesting a higher variable extents of upregulated genes. To determine the bias of up- or down-regulated genes, the genes of remainder genome were classified into the low (0 < FPKM < 10), medium (10 < FPKM < 100) or high (FPKM > 100) expression levels, in comparison with those of “Oro.” 

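Among genes outside C2 with an FPKM above 0 and below 10 in Oro, 11651 were higher and 21912 lower in the monosomics. In the nullisomics 14929 were higher and 18633 lower. With the shift of the median gene set aside, 53.7% were lower in the monosomics and 53.5% in the nullisomics.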

For the low expression level, the upregulated genes were significantly more than downregulated genes in both pairs (χ^2^ test, *P* < 0.01). 

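At an FPKM from 10 to 100 in Oro, 71.7% of the genes were lower in the monosomics and 66.4% in the nullisomics. Above 100 the shares were 63.0% and 60.5%. The mean FPKM of the genes of these levels relative to Oro was 1.05 (10 to 100) and 1.22 (above 100) in the monosomics, and 1.00 and 1.15 in the nullisomics. After median-of-ratios scaling the lower genes remained above 50% in both levels of both aneuploids, with 54.6% the lowest of these shares.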

For the medium and high levels, the skew changed to downregulated genes (χ^2^ test, *P* < 0.01), but the average gene expression within the two levels were still higher in both aneuploids. All together, these evidences suggested that a compensatory mechanism by upregulation of certain genes of remainder genome formed to respond to the C2 loss at RNA level in aneuploids.

**Figure 7:**
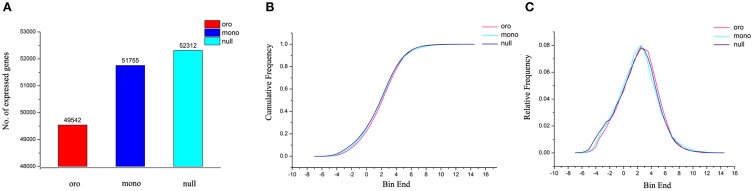
**Gene expression compensation of remainder chromosomes in aneuploides**. **(A)** The number of expressed genes (FPKM > 0) along remainder chromosomes. **(B,C)** Cumulative frequency **(B)** and relative frequency **(C)** for expressed genes [log_2_(FPKM)] are calculated by dividing gene expression into 26 expression bins.

### Dysregulated domains as a general feature of aneuploidy

Down's syndrome has been presumed for decades to be mainly caused by an overabundance of the products of chromosome 21 genes. But a recent comparison of identical human twins, only one of whom has Down's syndrome, revealed the altered gene expression across every chromosome, not just chromosome 21, suggesting that an extra copy of any chromosome could disrupt general gene regulation (Letourneau et al., 2014; Pope and Gilbert, 2014). Significantly, the increased and decreased gene-expression levels alternated consistently across large chromosomal segments, called gene expression dysregulation domains (GEDDs). Furthermore, GEDDs with increased expression corresponded to otherwise repressed genomic domains, whereas GEDDs with decreased expression corresponded to domains normally characterized by active transcription. So the difference between expressed and repressed genes was diminished in people with Down's syndrome, leading to the genome-wide flattening of gene-expression levels. With a smoothing function to define the domain borders, a total of 337 GEDDs were identified in the trisomy 21 discordant twins. The sizes of these domains were from 9 kilobases (kb) to 114 megabases (Mb), with median size of 3.2 Mb. However, no such domains were elucidated from the transcriptome analysis by microarrays for trisomy 5 in *A. thaliana*, though substantial changes in gene expression occurred, primarily on the triplicated chromosome 5 but also on the four non-triplicated chromosomes (Huettel et al., 2008). In particular, most genes on chromosome 5 showed higher expression reflecting a dosage effect, but cases of apparent dosage compensation and even down-regulation were also observed. The percentage of up-regulated genes across other chromosomes was generally higher than that of the downregulated. The possible reasons for no detection of GEDDs in *Arabidopsis* were that the less sensitiveness of microarrays than RNA-seq would probably mask the actual differences of some genes between controls and testing materials (Wang et al., 2010; Mäder et al., 2011), or that the method of smoothing function was used for the data analysis of Trisomy 21 in human.

As we lacked the knowledge of the smoothing function, but defined the obviously dysregulated domains by scanning the distribution of gene expression fold changes along the chromosomes, only nine domains of up- or down-regulation were revealed on different chromosomes, and then it was impossible to find the constant pattern of domain distribution, as in down' syndrome. The GEDDs in human were speculated to be the result of extra chromosomal materials, and the similar effect on the dysregulation of gene expression of other trisomy would uphold this hypothesis. Although these discrete and independent dysregulated domains in plant and human appeared to be quite different at organizational form, we reasoned that they were likely to be a feature of transcriptome of aneuploidy. These dysregulated domains probably attributed to the more tolerance to the adverse effects of aneuploidy in plants (Siegel and Amon, 2012). Further works are needed to undermine the transcriptional changes in terms of chromosomes and/or chromosome regions in plant aneuploids. If feasible, the cell and tissue-type difference in gene expression as done in human and animal should give more information for the change pattern in plant aneuploids.

### Chromosomal location of genes and traits by nullisomics

Traditionally, the complete set of aneuploids established for one species was used to chromosomally locate the certain traits controlled by single gene or a few genes. The chromosome mapping of one trait was conveniently deduced by its simultaneous disappearance with one chromosome in one nullisomics. But the aneuploid syndromes associated with the complex relationships of trait development made the direct location difficult. From the smaller plant stature, short height and earlier flowering shown by the *B. napus* nullisomics, the chromosome C2 lost was assumed to harbor the gene(s) responsible for the plant height and flowering habitat. The dwarfism was often caused by the mutations in genes controlling the biosynthesis or signaling pathway of the plant hormones including auxin, brassinosteroids (BRs), and gibberellins (GAs). The dwarf genes, *sd1* in rice and *Rht*-*B1b* and *Rht*-*D1b* in wheat, crucial for the Green Revolution were involved in the GA biosynthesis and signaling pathways, respectively (Peng et al., 1999; Sasaki et al., 2002). The dwarf mutants in *B. rapa* and *B. napus* were caused by the mutations in a DELLA protein which functioned as the GA signaling repressor, and the gene related was located on the chromosome A6 (Muangprom et al., 2005; Liu et al., 2010). As the formation of apical dominance was regulated by the polar auxin transport (PAT) mediated by carrier-type auxin influx and efflux proteins, auxin should affect the plant height. Two types of membrane proteins in plants were involved in cellular auxin efflux: the PIN-FORMED (PIN) family and the PGP (P-glycoproteins) sub-family of ABC transporters. In *Arabidopsis* eight PIN-related sequences have been characterized (Vieten et al., 2005), *PIN4* encoded a putative auxin efflux carrier and was essential for auxin distribution (Weijers et al., 2005). As the gene *BnaC02g47640D* on C2 chromosome was orthologous to *PIN4*, its subsequent suppression of expression likely contributed to the reduced plant height of the nullisomics, while the comparable expression level in the monosomics to the euploid which was recovered by the single copy of this chromosome was partly responsible for the nearly normal stature.

The key genes controlling the vernalization and photoperiod responses were *FLC, FRI*, and *FT* (Johanson et al., 2000; Wigge et al., 2005). The gene *FLC* has only one copy in *A. thaliana*. In the ancestral *Brassica* genome prior to triplication, the genomic regions harboring *FLC* and *FRI* on two chromosomes were brought together through block rearrangements in ancestral karyotype, which were represented three times on A2, A3, and A10 in *B. rapa* (Trick et al., 2009). The paralogous regions of *B. oleracea* were on C2, C3, and C9. Thus, in *B. oleracea, FRI* mapped quite closely to *VERNALIZATION INSENTIVE 3* (*VIN3*) (in the same block as *FRI* and required for vernalization), as well as its major target *FLC*. As the genomes of *Brassica* diploids experienced the triplication event after they diverged from *A. thaliana, FLC* was expanded from one copy in *A. thaliana* to four or five in *B. rapa* and *B. oleracea* and nine or more in *B. napus* (Tadege et al., 2001; Schranz et al., 2002; Okazaki et al., 2007; Chalhoub et al., 2014). The QTL associated with flowering time variation in *B. napus* were localized on only some of these predicted chromosomes (A2, A3, C2, C3), and also on other chromosomes (Raman et al., 2013). Some of these QTLs were clustered in genomic regions on chromosomes A2, A3, C2, and C3, and one on C2 had significant effect in delaying flowering. The largest QTL for flowering time corresponding to *BoFLC2* in *B. oleracea* was also detected in the same region of C2 chromosome (Okazaki et al., 2007). So the loss of C2 chromosome in *B. napus* should result in the earlier flowering.

Two *B. oleracea FRI* orthologs (*BoFRIa* and *BoFRIb*) were identified and mapped to chromosomes C3 and C9, respectively, while the third *FRI* appeared to have been lost from C2 during evolution in the genotypes studied (Irwin et al., 2012). *BoFRIb* was highly conserved between the three sequenced genotypes, but *BoFRIa* contained polymorphic region. Among the six *BoFRIa* alleles found in diverse genotypes of *B. oleracea*, two common ones were over-represented in vegetable types with a winter annual or biennial habit. Specially, *BnaX.FRI.d* from one *B. napus* winter variety which was confirmed to be homolog of *BoFRIa* in *B. napus* had both of the deletions identified in one of the common alleles. *BnaX.FRI.d* is also present in the European winter type and Chinese semi-winter type parental lines of one mapping population (Wang et al., 2011a). As the chromosome C2 of the cultivated *B. oleracea* germplasm analyzed carried no functional *FRI* alleles, its loss seemed not responsible for the earlier flowering in the nullisomics. But the precise parents of the natural *B. napus* which was formed ~7500 years ago were unknown, and the genetic differentiations between the present cultivated types and the ancient types certainly occurred. Homoeologous exchanges (HEs) in diverse *B. napus* genotypes were most frequent between chromosomes An1-Cn1, An2-Cn2, and An9-Cn9, and contributed to the diversification of winter, spring, and Asian types of oilseed rape (Chalhoub et al., 2014). In other side, the existence of the *FLC* on C2 with major effect suggested that it was functional in regulating the flowering or interacted with other *FLC* and *FRI* loci. Because of the temporality and spatiality of gene expression and the association between the plant height and flowering, the expression alterations of the specific genes behind the respective morphological deviations should be studied at more growth stages and conditions.

Finally, aneuploids of one species can be used for the chromosome-based genome sequencing to effectively reduce the complexity of a highly redundant genome (Mayer et al., 2014). As the assembled sequences only cover 79% of the whole genome in *B. napus* including two highly homologous genomes (Chalhoub et al., 2014), the nullisomics should assist in discriminating the homoeologous set A2/C2 with extreme similarity.

## Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DEGs: differentially expressed genes
PMCs: pollen mother cells
FISH: fluorescence *in situ* hybridization
FC: fold change
COV: coefficient of variation
GEDDs: gene expression dysregulation domains
HE: homoeologous exchanges.

# Supplementary material for: Genome-wide gene expression perturbation induced by loss of C2 chromosome in allotetraploid Brassica napus L
**Source:** Front Plant Sci. 2015 Sep 23;6:763. doi: 10.3389/fpls.2015.00763
**Supplement:** Table S1 — Summary of reads mapped to reference genome of B. napus “Darmor-bzh.”

| Sample | Raw data | Clean data | Clean reads | Total mapped | Uniquely mapped | Multiple mapped | GC contents | High quality base |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| oro-1 | 5.6G | 5.2G | 42317086 | 73.75% | 70.12% | 29.88% | 46% | 98.85% |
| oro-2 | 5.2G | 4.8G | 38845622 | 73.28% | 71.34% | 28.66% | 46% | 98.79% |
| mono-1 | 7.5G | 6.9G | 56080278 | 74.25% | 70.35% | 29.65% | 47% | 98.80% |
| mono-2 | 8.3G | 7.9G | 63241288 | 74.36% | 69.62% | 30.38% | 47% | 98.82% |
| null-1 | 9.7G | 9.1G | 74019196 | 76.08% | 72.51% | 27.49% | 47% | 98.51% |
| null-2 | 6.7G | 5.8G | 46873330 | 72.75% | 70.79% | 29.21% | 46% | 98.85% |

**Table S1 Summary of reads mapped to reference genome of *B. napus* ‘Darmor-bzh’**

# Supplementary material for: Genome-wide gene expression perturbation induced by loss of C2 chromosome in allotetraploid Brassica napus L
**Source:** Front Plant Sci. 2015 Sep 23;6:763. doi: 10.3389/fpls.2015.00763
**Supplement:** Table S2 — Proportions of expressed genes along all chromosomes in “Oro.”

**Table S2 Proportions of expressed genes along all chromosomes in ‘Oro’**

|  | Chrosome | Reference genes | Expressed genes | Proportion |  |
| --- | --- | --- | --- | --- | --- |
|  | A1 | 3740 | 2165 | 57.89% |  |
|  | A2 | 3717 | 1963 | 52.81% |  |
|  | A3 | 6076 | 3576 | 58.85% |  |
|  | A4 | 2973 | 1586 | 53.35% |  |
|  | A5 | 3750 | 2258 | 60.21% |  |
|  | A6 | 4099 | 2510 | 61.23% |  |
|  | A7 | 3926 | 2285 | 58.20% |  |
|  | A8 | 3177 | 1836 | 57.79% |  |
|  | A9 | 5728 | 3320 | 57.96% |  |
|  | A10 | 3064 | 1866 | 60.90% |  |
|  | C1 | 4498 | 2109 | 46.89% |  |
|  | C2 | 4893 | 1915 | 39.14%^**^ |  |
|  | C3 | 7835 | 3941 | 50.30% |  |
|  | C4 | 5696 | 2655 | 46.61% |  |
|  | C5 | 5226 | 2796 | 53.50% |  |
|  | C6 | 4400 | 2129 | 48.39% |  |
|  | C7 | 5135 | 2516 | 49.00% |  |
|  | C8 | 5018 | 2553 | 50.88% |  |
|  | C9 | 5477 | 2325 | 42.45% |  |

^**^ One sample student test, P<0.01

How the deposited data were processed for this re-analysis (not part of the article)

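Leaf RNA of the euploid “Oro” (2n = 38), the monosomics (2n = 37) and the nullisomics (2n = 36) was sequenced in 2 replicates per genotype, and each replicate pooled 3 plants. Samples were grouped by the genotype and replicate number in their labels, which match the paper's methods. The authors deposited FPKM values, fragments per length of transcript and number of mapped reads, for each gene and replicate. They trimmed the reads, aligned them with BWA (version 0.7.5a-r405) to the “Darmor-bzh” genome with its annotation v5, allowing 1 mismatched base, and assembled the genes with Cufflinks. The paper states that only uniquely mapped reads were used. It tests differential expression with CuffDiff2 on the reads, a step that starts from reads and was not used here. The replicates were not pooled in the deposited values. The files list the identifier and the coordinates of each gene, in the build the authors used. No table pairing these identifiers with gene names was used here, so the genes that the paper names, the sums over its FT genes and its GO terms were not analysed here.

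From the deposited FPKM values, log2(FPKM + 1) was computed for every listed gene. Genes with a mean FPKM of at least 1 over the 6 samples were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with all 6 samples in one fit and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. This fit has no replicate block, since the paper names no pairing. The labels number the replicates 1 and 2 in every genotype, so a fit with the replicate number as a block is given beside it, with the correlation of the deviations of same-numbered replicates from their genotype means. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest, and matplotlib 3.10.9 for the figures. Fold changes of MGE and the COV were computed over the genes with an FPKM above 0 in the mean of the 2 replicates. Shares of DEGs per chromosome are of the genes tested, whereas the paper divides by the genes that CuffDiff2 found expressed. The formula of the value Δ that the paper adds to the MGE of A2 was read from its definition in words, as the number of expressed C2 genes in Oro times the MGE of C2 in the nullisomics over the number of expressed A2 genes in Oro. Domains were taken from Table 4. Blocks of neighbouring genes were sought with a window of 25 consecutive genes, which counted as shifted when its median log2 ratio was at least 0.5 in size with one sign in all 4 pairings of replicates, and overlapping windows were merged. The genes named by identifier are the 2 with the highest and the 2 with the lowest mean of the log2 fold changes among genes outside C2 called in both comparisons with Oro and changed with one sign in all 8 pairings. This rule was to include the genes the paper names as well, which were left out for the reason given above.

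The depth of the samples is not in the deposited values. It was estimated from genes with low FPKM in both of a pair of samples, where the most common ratio is that of 1 fragment in each. The limit on FPKM was first set at 1, which gave 0.886 for the first nullisomic replicate relative to the first Oro replicate, where the mapped reads of Table S1 give 1.80. The limit of 0.2 used here was chosen after seeing this. It gave 1.75 for this sample, and limits of 0.1 and 0.5 gave 1.75 and 1.77. For the other samples the 4 limits gave values close to each other, from 1.38 to 1.39 for the first monosomic replicate for example. No confidence interval was computed from these depths. The samples were compared for identical values before they were averaged, and 1.97% of the tested genes had the same value in the Oro replicates, 0.787% in the monosomics and 2.44% in the nullisomics. The labels and the paper's text name no sequencing batch, so a batch that goes with the genotype was not tested. With 2 replicates per genotype, no p-value of an exact permutation test can go below 0.333, and comparisons without a model are given with the range or SD of the 4 pairings, which share replicates and are not independent.

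The limma step was tested on simulated data with the means of the real genes. It recovered 200 of the 200 changed genes among 25803, with 13 of 213 calls false (6.10%). It called 0 genes in a simulated comparison without change. The changed genes were well expressed in Oro and had large changes, the spread was alike in all genotypes and the median gene was not shifted. In the data 52.5% of the tested genes were called in Oro vs. mono and 28.4% in Oro vs. null. The simulation therefore does not give the rate of false calls in these comparisons. The window scan was tested on 28197 genes with 5 added blocks of 50 genes. It found all 5 and no region without a change.

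The alternatives set before the data were examined were a pseudocount of 0.1, no filter or a filter at a mean FPKM of 5, the replicate block, eBayes without a trend, median-of-ratios scaling over genes outside C2, quantile normalization, a fit with only the 4 samples compared, rescaling each sample to the same total, all listed genes in place of expressed genes, leaving out the 1% of genes with the highest mean FPKM, medians of gene ratios, other limits for an expressed gene, other window sizes and thresholds, and leaving out each replicate in turn. The scaling factors of the median-of-ratios method were 1.17 and 1.11 in the Oro replicates, 0.847 and 0.843 in the monosomics and 1.12 and 1.07 in the nullisomics. The comparison of replicates of one genotype as a background for the window scan of the nullisomics was added after the data had been seen.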

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

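Both tests of chance and those of the copy number, of an exchange and of shared reads below were chosen only after the blocks had been seen, and that of raised transcription before its result was seen.

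In the scan of the nullisomics, 3 blocks of neighbouring genes outside the domains of Table 4 had a median log2 ratio to Oro of at least 1 in size, and the paper does not report them. On C3, from 0.0608 to 1.73 Mb, the median log2 ratio to Oro over 104 genes was 1.83 in the nullisomics and 0.91 in the monosomics. The median FPKM of these genes was 0.630 and 0.586 in the Oro replicates, 3.12 and 3.45 in the monosomics and 6.66 and 5.69 in the nullisomics. On C4, from 7.11e-04 to 0.614 Mb, it was 1.06 in the nullisomics and 0.49 in the monosomics over 32 genes. On C5, from 42.7 to 43.2 Mb, it was -1.79 and -0.71 over 42 genes. A block on C1, from 35.9 to 37.6 Mb and also outside Table 4, lay just below this limit, with 0.97 in the nullisomics and 0.98 in the monosomics over 56 genes. Between the replicates of one genotype, the largest shift of a window of 25 genes was 0.81 in Oro, 0.88 in the monosomics and 0.37 in the nullisomics.

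Several explanations were weighed for such blocks, those of Table 4 included. Replicates of one genotype showed at most 10 blocks, against 48 in Oro vs. null, but they also have fewer changed genes, so this does not decide on chance. With the order of the tested genes shuffled within each chromosome, the scan of Oro vs. null found at most 11 blocks in 100 shuffles, so chance placing of the changed genes was set aside. Of the blocks in Oro vs. null, 42 overlapped a block of the same direction after median-of-ratios scaling. If the number of copies of the segment had changed and the monosomics carried 1 changed copy, they would lie near the middle between Oro and nullisomics on the linear scale. Over the 8 blocks that moved by at least 1, the median position of the monosomics was 0.583, where 0 is Oro and 1 the nullisomics, and C2 itself lay at 0.583. The positions ranged from 0.489 to 1.06, with 6 between 0.25 and 0.75, limits set when the test was written. The exceptions were the Table 4 blocks of C5, with 0.836, and of C6, with the highest value. These positions are after median-of-ratios scaling. The C1 block below the limit lay at 0.937, near the nullisomics. As deposited the positions of the 8 blocks ranged from 0.397 to 0.869, and C2 lay at 0.694.

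For raised transcription of genes already active in Oro, the C1 and C9 domains would have the share of active genes of the rest of their chromosomes. At most 6.27% of their listed genes had an FPKM of at least 1 in Oro, against at least 28.4% elsewhere on these chromosomes, so this explanation was set aside for these domains. An exchange between homoeologous chromosomes would place the strongest window of opposite sign on the A chromosome of the same number, if that chromosome matches the block. Whether it does was not checked, so a low rank there does not argue against an exchange. The A chromosome of the same number ranked first for 1 of 7 combinations of chromosome and direction (14.3%). All blocks of one direction share 1 ranking of the A chromosomes, so no more than 1 could have been found. The test therefore does not decide. The mean rank of the same-numbered chromosome, computed before this share was returned to as the statistic first set down, was 4.57 of 10. The strongest windows of opposite sign on the same-numbered chromosomes were -1.20 on A1, -0.99 on A3 from 0.417 to 0.709 Mb and -1.46 on A9 from 4.46 to 4.80 Mb, but only -0.48 on A4 and -0.46 on A6 for the higher blocks of C4 and C6, with rank 9 and 10 of 10. For the lower blocks they were 1.00 on A4, from 17.3 to 17.6 Mb and so inside the A4 domain of Table 4, and 0.97 on A5. Reads shared between homoeologous genes were not measurable without reads. In the nullisomics 8.62% of the Oro signal of C2 was still assigned to C2, an average over this chromosome that sets no limit for other segments. A changed copy number of these segments in the aneuploid line relative to Oro may therefore underlie the blocks, as a hypothesis, but they cannot be told apart from an exchange, from shared reads or from an effect in trans that follows the dose of C2, under which the monosomics would also lie near the middle. No DNA data were analysed here.

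The median gene of the A9 domain moved in opposite directions in the 2 aneuploids, while its summed FPKM rose in both. The sum was 1826 in Oro, 2691 in the monosomics and 3638 in the nullisomics. The median log2 ratio to Oro was 0.38 in the nullisomics, with all 4 pairings from 0.33 to 0.45, and -0.41 in the monosomics, with all 4 from -0.45 to -0.31. The difference itself was not tested. Among random runs of as many genes, 96.1% lay below the nullisomic value, but only 33.7% below the monosomic one, so the monosomic value was not unusual for its genotype. After median-of-ratios scaling the monosomic value was -0.11, still below 0 in all 4 pairings. Of the A9 domain's DEGs in Oro vs. mono, 27 were up and 55 down as deposited, and 40 and 38 after this scaling. Most of the monosomic fall could thus come from the lower median gene of that genotype, and no biological explanation was tested.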

How the results depend on the processing

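Results were recomputed under those of the alternatives listed with the methods that had been set for them, with 1 choice changed at a time. Of the values obtained, 194 stayed the same and 138 moved further. The limit was 1 SD of the pairings of replicates for a value, 1.5 times for a count, the 95% interval for a share of DEGs, and the direction and side of 0.05 for the correlation, except 1 SD with a replicate left out. The 56 values of the 4 named genes all kept their direction. The monosomics had more DEGs than the nullisomics under each of the 8 alternatives for these counts. The cause of these changes was not tested.

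The scaling changed directions. After median-of-ratios scaling, up-regulated genes were 53.5% of the DEGs outside C2 in Oro vs. mono, against 34.0% as deposited, and 55.5% in Oro vs. null, against 51.6%. The fold change of the MGE of A2 in the monosomics passed from below to above 1, with 1.17, and the share of genes outside C2 lower than in Oro passed below 50%, with 49.6%. The C2 ratio became 0.714 in the monosomics and 0.0898 in the nullisomics, and the MGE fold change outside C2 1.48 and 1.09. The scan found 85 shifted blocks in Oro vs. mono in place of 237. Domain medians became 0.42 on A4, 0.61 on A7, -0.11 on A9, 1.44 on C1, -0.64 on C4, -0.81 on C5, 0.39 on C6, -0.00477 on C8 and 1.41 on C9 in the monosomics, where C8 came to lie at 0, and 0.65 on A4, 2.30 on C1, -2.02 on C4 and 2.19 on C9 in the nullisomics. This scaling sets the median gene of the genotypes equal, which by itself brings the share of lower genes near 50%. It also raised the monosomic ratios together, from 0.863 for A2, 0.528 for C2 and 1.09 outside C2. The passage of A2 above 1 therefore says nothing about A2 relative to the other chromosomes.

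With quantile normalization the shares of up-regulated genes were 52.5% and 60.0%, and with only the 4 samples compared in the fit 35.0% and 53.2%. Restricting the test to genes with a mean FPKM of at least 5 gave 8141 DEGs in Oro vs. mono, 4702 in Oro vs. null and 4798 between the aneuploids, 198 and 235 of them on C2 in the first 2 comparisons, 4068 common DEGs, and 39.3% and 54.1% up-regulated. Without this restriction the counts were 14799, 7994 and 7391, with 552 and 688 on C2 and 6468 in common. Without a filter, 35.8% and 52.8% were up-regulated, and the domain medians shrank to -0.0548 on A9, 0.64 on C1, -0.49 on C4, -0.67 on C5, -0.13 on C8 and 0.55 on C9 in the monosomics and 0.32 on A4, 0.32 on A7, 0.24 on A9, 1.28 on C1, -1.11 on C4, -1.41 on C5, 0.18 on C6, -0.57 on C8 and 1.32 on C9 in the nullisomics. A pseudocount of 0.1 widened them to -0.55 on A9, 3.07 on C1, -1.27 on C4, -1.29 on C5, -0.55 on C8 and 3.76 on C9 in the monosomics and 0.78 on A4, 0.48 on A9, 4.89 on C1, -4.01 on C4, -2.70 on C5, -1.27 on C8 and 4.90 on C9 in the nullisomics, raised the genes changed 2-fold in every pairing to 12788 and 8721, and gave 54.0% up-regulated in Oro vs. null.

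Rescaled to the same total, the C2 ratio was 0.471 in the monosomics and 0.0803 in the nullisomics, the MGE fold change of A2 was 0.770 in the monosomics, and that outside C2 fell below 1, to 0.976 and 0.976. As the median of FPKM ratios over genes with an FPKM of at least 1 in Oro, the C2 ratio was 0.317 and 0. The fold changes of A2 and outside C2 were instead medians of ratios of FPKM + 1 over genes with a mean FPKM of at least 1. They were 0.761 and 0.901 for A2, and 0.781 and 0.952 outside C2. On this second scale the median log2 ratio of C2 was -1.13 in the monosomics and -2.45 in the nullisomics. Over all listed genes the MGE fold change outside C2 was 1.14 and 1.11. Leaving out the 1% of genes with the highest mean FPKM gave 0.817 and 0.867 outside C2 and 0.861 for A2 in the nullisomics, and left 6 chromosomes with a higher COV in the nullisomics than in Oro. Among genes with a mean FPKM of at least 1, 63.9% and 54.7% were lower than in Oro. The scan found 422 blocks in the monosomics and 104 in the nullisomics with windows of 15 genes, 88 and 25 with 50 genes, and 19 and 15 with a threshold of 1. Requiring an FPKM of at least 1 left 26999 expressed genes outside C2 in Oro, 24428 in the monosomics and 26929 in the nullisomics. The share of C2 genes expressed in Oro was then 23.0%, with an FPKM above 0 in both replicates 32.1%, and with an FPKM of at least 0.1 36.0%.

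Leaving out each replicate in turn moved the MGE fold change of A2 over 0.752 to 0.930 in the monosomics and 0.685 to 0.862 in the nullisomics, and that outside C2 over 1.02 to 1.16 and 0.976 to 1.14. The share of lower genes ranged over 56.4 to 61.5% and 47.2 to 55.1%, the latter on both sides of 50%. A single replicate has fewer genes above 0 than the mean of 2, which by itself moves these fold changes and shares. With either Oro replicate left out, the monosomic fold change outside C2 was 1.02, and with either monosomic replicate left out 1.16. Its pairings of single replicates lay from 1.08 to 1.09. These ranges therefore do not measure the spread between replicates alone. The genes changed 2-fold in every pairing in the nullisomics numbered 5696 to 7295, more than with all replicates because fewer pairings had to concur. The share of C2 genes expressed in Oro was 35.4 to 35.5%, lower than with both replicates because a single one has fewer genes above 0. Domain medians ranged over 0.14 to 0.53 on A7, -1.01 to -0.85 on C4, -0.0165 to 0.22 on C6, -0.46 to -0.34 on C8 and 1.25 to 1.36 on C9 in the monosomics, where C6 crossed 0, as did A4, and over 0.59 to 0.69 on A4, 0.47 to 0.94 on A7, 2.30 to 2.40 on C1, -2.21 to -2.10 on C4, -2.08 to -1.80 on C5, 0.24 to 0.47 on C6, -0.999 to -0.87 on C8 and 2.17 to 2.38 on C9 in the nullisomics. No fit of DEGs was run with a replicate left out, because it leaves an arm of 1 sample. With the replicate number as a block, the counts of DEGs were 14284, 7477 and 6433. The total fold change of FT was not run, as no pairing of the identifiers with gene names was used here.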

Differences from the paper's values

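The number of up-regulated DEGs in Oro vs. mono was 4905, against the paper's 7528. Of the alternatives set before the data were examined, no filter (5281), median-of-ratios scaling (6900) and quantile normalization (6561) brought the value within 1.5 times of the paper's, and a pseudocount of 0.1, a filter at a mean FPKM of 5, the replicate block, eBayes without a trend and only the 4 samples in the fit did not. Between monosomics and nullisomics, 2530 DEGs were lower in the nullisomics, against the paper's 5243. Only median-of-ratios scaling (4055) came within 1.5 times, and a pseudocount of 0.1, no filter, a filter at a mean FPKM of 5, the replicate block, eBayes without a trend, quantile normalization and only the 4 samples in the fit did not. Up-regulated genes were 34.0% of the DEGs outside C2 in Oro vs. mono, against 52.0% in the paper. The gap fell within 1.5 times with no filter (35.8%), a filter at a mean FPKM of 5 (39.3%), median-of-ratios scaling (53.5%), quantile normalization (52.5%) and only the 4 samples in the fit (35.0%), and it stayed with a pseudocount of 0.1, the replicate block and eBayes without a trend. Of these, only median-of-ratios scaling and quantile normalization gave a share above 50%. Outside C2, 18078 genes were higher in the monosomics than in Oro, against the paper's 11914. Here 27161 were lower, against the paper's 18581, so the counts cover different numbers of genes. Lower genes were the larger number in both. The number of higher genes came within 1.5 times with genes with a mean FPKM of at least 1 (9881), but not with median-of-ratios scaling.

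In the C4 domain, 68.1% of the tested genes were DEGs in Oro vs. mono, against the paper's 45.0%. Within 1.5 times came a pseudocount of 0.1 (58.9%), no filter (44.1%), the replicate block (65.6%), median-of-ratios scaling (58.2%), quantile normalization (55.8%) and only the 4 samples in the fit (59.5%), and not a filter at a mean FPKM of 5 and eBayes without a trend. For the C5 domain in Oro vs. null the share was 89.5%, against the paper's 55.6%. The value was within 1.5 times with no filter (59.5%) and median-of-ratios scaling (83.3%), only just so in the latter, and outside with a pseudocount of 0.1, a filter at a mean FPKM of 5, the replicate block, eBayes without a trend, quantile normalization and only the 4 samples in the fit. The C8 domain had a share of 55.8% in Oro vs. mono, against the paper's 35.6%. It lay within 1.5 times with a pseudocount of 0.1 (48.8%), no filter (33.1%), median-of-ratios scaling (45.2%), quantile normalization (42.6%) and only the 4 samples in the fit (48.1%), and outside with a filter at a mean FPKM of 5, the replicate block and eBayes without a trend. The paper divides by the genes it found expressed, and the shares here are of the genes tested.

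The paper finds up- and down-regulated genes comparable in number in Oro vs. mono, where 4905 rose and 9894 fell here. It has slightly more co-up-regulated than co-down-regulated genes, where 2855 and 3503 were found. Median-of-ratios scaling, quantile normalization and a filter at a mean FPKM of 5 gave its order of the common genes. Between the aneuploids the paper has more genes lower than higher in the nullisomics, the opposite of the deposited values as tested here, and median-of-ratios scaling and quantile normalization gave its order.

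The paper places A2 lowest in both comparisons, with a fold change above 1 in Oro vs. mono. Here A10 was lowest in Oro vs. mono, and the A2 value was 0.863, which median-of-ratios scaling raised to 1.17 against the paper's 1.16. With the value Δ added, A2 was not lowest in either comparison, with rank 3 and rank 2. The MGE fold change outside C2 in the monosomics was 1.09 against the paper's 1.53, and 1.48 after median-of-ratios scaling. For the C2 ratio in the monosomics, rescaling to the same total gave 0.471 against the paper's 0.476.

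At the low expression level the paper has more up- than down-regulated genes in both comparisons, while 65.3% were lower in the monosomics and 55.5% in the nullisomics here. The paper ranks A7, C1 and C6 highest by their share of DEGs in both comparisons. A7 was the lowest in Oro vs. mono here, with 47.8%, and C6 had rank 14 of 18 from the lowest in Oro vs. null. C7, in the paper's low group for both comparisons, had rank 9 from the lowest in Oro vs. mono. The A9 domain is listed for both comparisons, with a median log2 ratio of -0.41 in the monosomics here, and the A4 and C6 domains had 0.08 and 0.02 in the monosomics. The paper finds the distributions of the 3 genotypes indistinguishable by a Kolmogorov–Smirnov test on binned values. Over single genes the distance between Oro and monosomics was 0.107, against at most 0.0388 between replicates. The paper has the stronger rise of expressed genes in the monosomics, and here the nullisomics had more, 43221 against 42704. The monosomics also had a lower COV than Oro on A2 and C3, where the paper has exceptions only in the nullisomics, and the nullisomics a higher one on C3.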

Other observations

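The tests of scaling and of depth for the number of DEGs, that of depth for the number of expressed genes and both on the medium and high expression levels were chosen only after the result had been seen. Those on genes called only in Oro vs. mono, on the low level, on A2 and on A7 were chosen before their results were seen.

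The larger number of DEGs in Oro vs. mono than in Oro vs. null was set against 3 technical explanations. If the scaling of the FPKM values were the cause, the counts would come within 1.5 times of each other after median-of-ratios scaling, but their ratio was 1.74. The estimated depths of the monosomic samples lie between those of the 2 nullisomic ones. The deeper nullisomic sample showed at most 7649 2-fold changed genes against Oro and the other at most 7881, while the monosomic samples showed at least 10410. After median-of-ratios scaling, 6635 genes changed 2-fold in every pairing in the monosomics and 4362 in the nullisomics. Depth was thus set aside. A growth, sampling or library difference that goes with the genotype was tested on the 8289 genes outside C2 called only in Oro vs. mono. In 0.603% of them the monosomic mean lay between Oro and nullisomics, but these genes were chosen by a pattern that makes such a position rare, so the test does not settle it. The excess cannot be told apart from such a difference, because no sample separates it from the genotype.

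The excess of down-regulated genes at medium and high expression levels depended on which genotype set the level. Grouped by Oro, 60.5% of the genes with an FPKM above 100 were lower in the nullisomics. Grouped by the nullisomics, 25.6% were. In the monosomics the share grouped by the monosomic level was 16.2% above 100 and 39.8% from 10 to 100. Real changes also move genes between levels, so this does not decide between them and regression to the mean. The nullisomics were then compared with one Oro replicate, with the level set by the other. From 10 to 100, 60.6% and 62.3% were lower in the 2 directions, against 51.4% and 53.8% of all genes. These shares lay closer to the 66.4% grouped by the mean of Oro than to those of all genes. Above 100 the shares were 57.2% and 57.2%. In the second direction this was about midway between all genes and the 60.5% grouped by the mean of Oro. Noise in the Oro values was thus set aside as the only source of the excess from 10 to 100 in the nullisomics. Above 100 the second direction does not decide it. In the monosomics the shares above 100 were 64.3% and 58.4%, against 61.5% and 62.9% of all genes, so no excess above 100 was found there in the second direction. From 10 to 100 the monosomic shares were 69.9% and 69.2%, above those of all genes in both directions. At the low level the first of these tests could not decide, because the excess of up-regulated genes it was meant for was not present here. Of the low genes, 65.3% were lower in the monosomics when grouped by Oro and 61.0% when grouped by the monosomics.

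The number of expressed genes outside C2 was 2263 higher in the nullisomics than in Oro. The deeper nullisomic replicate had 2214 more than the other one, close to the difference between the genotypes. At an FPKM of at least 1 the difference between nullisomics and Oro was -70. Other values do not follow from depth alone, since the second nullisomic replicate, with a depth of 1.15 relative to the first Oro replicate, still had 39597 expressed genes, against 38204 and 38257 in Oro, and at an FPKM of at least 0.1 the nullisomics had 39427 and Oro 38475. How much of the excess comes from depth cannot be told from these values. In the monosomics, which were also deeper than Oro, the number at an FPKM of at least 1 was below that of Oro in both replicates, 24882 and 24930 against 27694 and 27684 over all chromosomes.

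The low rank of A2 in the nullisomics was tested for its dependence on a few highly expressed genes. Without the 1% of genes with the highest mean FPKM, A2 had rank 7 of 18 from the lowest, and as the median of gene ratios it had rank 2. A few highly expressed genes may therefore set the lowest rank of A2. Its fold change stayed below 1 under both settings in the nullisomics, with 0.861 and 0.901. That of all genes outside C2 was also below 1 there, with 0.867 and 0.952.

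The Oro replicates differed from each other over the A7 domain of Table 4. Its 581 genes were higher in the second replicate by a median of 0.41 on the log2 scale, while the monosomic replicates differed by 0.02 and the nullisomic ones by -0.06. Of 10000 runs of as many consecutive genes on other chromosomes, 0% differed as much between the Oro replicates, and the largest difference was 0.30. Of the 10 blocks that the scan found between the Oro replicates, 6 lay on A7, and 5 of these between 16.9 and 23.4 Mb. The A7 difference was thus larger than in any of these runs. The segment was taken up because it differed, so this does not exclude a chance difference between the pools. A segment of A7 that differs between the plants pooled in the 2 Oro replicates is a hypothesis that could be examined with DNA, and a difference in sampling or library between the 2 pools was not tested. The shift of the A7 domain in the aneuploids depended on the Oro replicate it was taken against, from 0.43 to 0.95 in the nullisomics.

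In the scan along the chromosomes, 227 of the 237 shifted blocks in Oro vs. mono were lower in the monosomics. After median-of-ratios scaling the scan found 85, 46 of them higher and 39 lower, and 38 of those found as deposited overlapped a block of the same direction. In Oro vs. null there were 25 higher and 23 lower blocks, 31 of them outside the domains of Table 4.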
